# Gene Expression Profiles of Sporadic Canine Hemangiosarcoma Are Uniquely Associated with Breed

**DOI:** 10.1371/journal.pone.0005549

**Published:** 2009-05-20

**Authors:** Beth A. Tamburini, Susan Trapp, Tzu Lip Phang, Jill T. Schappa, Lawrence E. Hunter, Jaime F. Modiano

## Abstract

The role an individual's genetic background plays on phenotype and biological behavior of sporadic tumors remains incompletely understood. We showed previously that lymphomas from Golden Retrievers harbor defined, recurrent chromosomal aberrations that occur less frequently in lymphomas from other dog breeds, suggesting spontaneous canine tumors provide suitable models to define how heritable traits influence cancer genotypes. Here, we report a complementary approach using gene expression profiling in a naturally occurring endothelial sarcoma of dogs (hemangiosarcoma). Naturally occurring hemangiosarcomas of Golden Retrievers clustered separately from those of non-Golden Retrievers, with contributions from transcription factors, survival factors, and from pro-inflammatory and angiogenic genes, and which were exclusively present in hemangiosarcoma and not in other tumors or normal cells (*i.e.*, they were not due simply to variation in these genes among breeds). Vascular Endothelial Growth Factor Receptor 1 (VEGFR1) was among genes preferentially enriched within known pathways derived from gene set enrichment analysis when characterizing tumors from Golden Retrievers versus other breeds. Heightened VEGFR1 expression in these tumors also was apparent at the protein level and targeted inhibition of VEGFR1 increased proliferation of hemangiosarcoma cells derived from tumors of Golden Retrievers, but not from other breeds. Our results suggest heritable factors mold gene expression phenotypes, and consequently biological behavior in sporadic, naturally occurring tumors.

## Introduction

The role individual genetic backgrounds play on phenotypes and biological behavior of sporadic tumors remains to be determined in any species. Recent studies explored how race and ethnicity might influence gene expression and in turn contribute to disease susceptibility in humans, but few differences have been found [1], [2], [3]. Dog breeds may provide a useful surrogate for human ethnic groups. While dogs retain individual (outbred) traits, the derivation and maintenance of unique breeds has led to restricted gene pools. These restricted gene pools can be used to study heritable contributions to cancer susceptibility in animals that develop tumors spontaneously and share the human environment, but with the benefit of less “noise” from other phenotypic variation.

Recent work has emphasized the utility of spontaneous canine tumors as a robust, non-redundant model that complements studies in humans and laboratory animals to understand cancer genetics [4], [5]. For example, the degree of medical surveillance in dogs is second only to that in humans [6]; diseases such as cancer, where traits are genetically complex and whose prevalence increases with inbreeding, are well documented in dogs [5], [6]; and dog populations are structured into >400 partially inbred isolates (breeds) and a heterogeneous population of mixed-breed dogs. Gene flow between breeds is restricted by pedigree barriers and dogs of different breeds are often more (or less) susceptible to different diseases [5].

Equally important, the canine genome closely resembles the human genome, pet dogs share the human environment, and the lifetime cancer risk in dogs and humans is similar [7], [8]. Indeed, some cancers appear to occur more frequently in dogs and the incidence of many cancers varies according to breed, providing opportunities to study tumors that are difficult to replicate in humans or in inducible rodent models. Although cancer rates and incidence in dogs have not been established systematically in prospective or longitudinal studies, reproducible findings from retrospective analyses and breed health surveys provide reasonable estimates. Sporadic, naturally occurring hemangiosarcoma is relatively common in dogs (much more so than angiosarcoma in people, [9] with an apparent predilection for certain breeds such as German Shepherd Dogs, Boxers, and Golden Retrievers [9], [10], [11], [12], [13], [14]. The association between breed and disease is strengthened by information from recent breed health surveys. For example, cancer is the apparent cause of death for more than 60% of Golden Retrievers in the U.S. and the lifetime risks for any cancer, for hemangiosarcoma, and for non-Hodgkin lymphoma in this breed are 1 in 2, 1 in 5, and 1 in 8, respectively [15]. In contrast, the lifetime risk for any cancer and for hemangiosarcoma in Irish Setters are estimated at 1 in 3 and 1 in 34, respectively [16]. Other breed health surveys suggest hemangiosarcoma also is common in Portuguese Water Dogs and Australian Shepherds, whereas it is diagnosed less frequently in English Cocker Spaniels, Rottweilers, Gordon Setters, and Vizslas, among others.

Given the strong association between breed and risk, we predicted that gene expression profiles in tumors such as hemangiosarcoma also would reflect features uniquely associated with the breed. Furthermore, we anticipated that breed-related gene expression profiles would uncover biologically and therapeutically significant pathways that would inform etiology and identify therapeutic targets. Specifically, the central hypothesis was that naturally occurring hemangiosarcomas of Golden Retrievers would be distinguishable from histologically similar hemangiosarcomas of dogs from other breeds (non-Golden Retrievers) based on the overexpression or underexpression of genes preferentially concentrated in one or a few metabolic pathways, thus providing insights into the pathogenesis of this disease. To test this hypothesis, we used gene expression arrays and gene set enrichment analysis (GSEA) to identify genes that vary according to breed, as a proxy for heritability, in naturally occurring canine hemangiosarcoma. We hypothesized this would outline the potential influence of genetic background on cancer susceptibility and progression in a more unique way than simply comparing cancer cells to normal cells. For the first time, our data uncover unique gene sets that are peculiar to hemangiosarcoma tumors from a single dog breed (sharing a common genetic background). Overall, this study emphasizes the potential benefits of gene expression analysis and bioinformatics to study different biological aspects unique to a cancer susceptible dog breed and can fill gaps in our knowledge of disease susceptibility, heritability and progression.

## Results

### Gene Expression Analysis Segregates Canine Hemangiosarcoma According to Breed

While many human cancer cells have been shown to harbor different gene expression signatures compared to their normal counterpart cells (*e.g.*, [17]), little has been done to define gene expression profiles in canine tumors [18]. What is more, nothing has been done to outline how these phenotypes are influenced by heritable factors in any species. We showed elsewhere that hemangiosarcoma cells separate from non-malignant splenic hematoma cells based on gene expression profiles (Tamburini et al, manuscript in preparation). In this analysis, unsupervised clustering separated two major groups of hemangiosarcoma samples, consisting of tumors from Golden Retrievers and tumors from non-Golden Retrievers (GSE15086). 

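RNA of cultured hemangiosarcoma cells from 10 dogs was hybridized to Canine_2 arrays, with 1 array per dog and 42924 probe sets besides the controls. The Golden Retriever group held 6 dogs (CHAD-G4, CHAD-G6, CHAD-G8, Frog, Journey and Tucker), the non-Golden Retriever group held 3 dogs (CHAD-P9, Dal-4 and Joey), and DD-1 was the F1 dog. No culture was arrayed again, so each SD of signals is the spread between dogs and includes any error of culture and array. Each SE comes from the limma fit below, which draws the variance of a probe set toward that of all tested probe sets. The deposited values are log2 signals that the authors made with RMA, and they still include the control probe sets. From these values, 111 control probe sets were left out, and the 26787 probe sets that lay above the 40th percentile of the array on at least 3 arrays were tested. The detection calls behind the authors' filter on absent genes are not among the deposited values. Differences were fitted with limma as Golden Retriever minus non-Golden Retriever, 6 dogs against 3, with the F1 dog left out, and p-values were two-sided and adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision. In simulated data with 200 changed probe sets, the fit recovered 34% of changes of 1 log2 unit at an adjusted p under 0.05. It recovered 96% of changes of 4 log2 units. Fewer changed probe sets were not simulated, so recovery in the real data may be lower. A difference that did not pass is therefore not shown to be absent. Gene names come from the array's annotation, and chromosomes from the dog assembly UU_Cfam_GSD_1.0. The filter, the test and single dogs moved some of the counts that follow.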

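The cells from Dal-4 and from CHAD-G4, 1 dog of each group, stood furthest from the rest. Each lacked, or had far less of, some transcripts that all other dogs expressed. In Dal-4, lumican (LUM, a collagen-binding proteoglycan) had a signal of 4.40, against 12.47 to 14.08 in the other dogs, and laminin alpha 4 (LAMA4, a chain of the vascular basement membrane) had 4.74 against 10.08 to 13.35. In CHAD-G4, thrombospondin-2 (THBS2, a secreted inhibitor of angiogenesis) had a signal of 4.94 against 9.08 to 13.78, and smooth muscle actin (ACTA2) had 6.39 against 9.73 to 14.13. Some other matrix genes stayed high in both, with COL1A2 at 14.00 in Dal-4 and 14.30 in CHAD-G4. The matrix gene BGN, however, was low in CHAD-G4, at 7.00 against 10.29 to 12.69 in the other dogs. The cells of CHAD-G4 also expressed reelin (RELN, a secreted matrix protein) at 12.86, against 5.25 to 6.53 elsewhere. In all, 28 probe sets in Dal-4, 20 in CHAD-G4 and 15 in CHAD-P9 lay at least 3 log2 units below every other dog, and 0 did in CHAD-G8, Frog, Journey, Tucker and the F1 dog. Average linkage on the Euclidean distances between the 9 purebred dogs used all tested probe sets. It first set Dal-4 apart, then CHAD-G4, and left the other 7 dogs of both groups together. The mean silhouette width of the breed groups was 0.0343 (exact permutation test, p = 0.143, 12 of 84 splits of 6 dogs against 3 as large). It was -0.0133 among males alone (exact permutation test, p = 0.70). Within the Golden Retriever group the mean distance between dogs was 113.7 ± 20.8 (SD, 15 pairs), between the groups it was 125.7 ± 21.5 (SD, 18 pairs), and within the non-Golden Retriever group it was larger, 137.7 ± 12.1 (SD, 3 pairs). Principal components 1 and 2 held 28.0% and 18.3% of the variance.

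**Figure D1:**
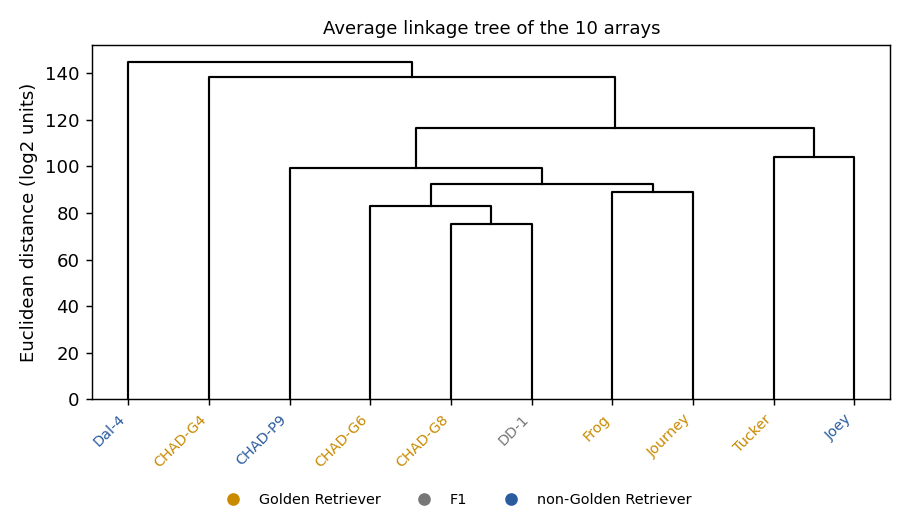
Average linkage tree of the 10 arrays on Euclidean distances over the tested probe sets, with the height of each join on the distance axis and dogs colored by breed group. Dal-4 joins last at 144.97 and CHAD-G4 before it at 138.22, and the F1 dog (DD-1) joins CHAD-G8 at 75.37.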

Before we addressed potential differences in these two groups, however, we sought to ensure there were no hidden biases in the sample population. During the course of our study, we received blood samples from 76 dogs with pathologically confirmed hemangiosarcoma, including 48 Golden Retrievers and 28 non-Golden Retrievers. There were no differences between dogs in these two groups when comparing age at diagnosis (mean±S.D. = 9.3±2.6 and 8.6±2.6 years, respectively), gender (male vs. female, intact or neutered), location of the primary tumor, number of dogs treated, or outcome. The characteristics of the population were similar to those previously described both for Golden Retrievers [15] and for all dogs independent of breed [14], [19].

Our gene profiling experiments included every sample for which viable tumor tissue was available to establish at least short-term cell cultures (N = 10, Table 1). The mean ages of the Golden Retrievers (N = 6) and non-Golden Retrievers (N = 3) in this subgroup were 10 and 8.3 years, respectively, while the latter group consisted only of male dogs. The final sample originated from a 9 year-old male Golden Retriever×Great Pyrenees F1 dog (F1). Age and gender as variables did not account for the observed clustering of the samples: when we segregated the 10 tumor samples into groups where affected dogs were younger than 7 years vs. older than 7 years or into male vs. female dogs, there were no significant differences in gene expression profiles. Nevertheless, a pattern remained when the nine tumor samples from purebred dogs (excluding the sample from the F1) separated according to breed. 

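Females had more signal than males for ADCY7, an enzyme that makes cyclic AMP, and for the immediate early gene FOS, but neither difference passed the adjusted test. The log2 difference of ADCY7, females minus males, was 1.94 (SE 0.353, adjusted p = 1.00), and that of FOS was 1.84 (SE 0.429, adjusted p = 1.00). Among 26787 probe sets, 0 differed between 3 females and 7 males at an adjusted p under 0.05 by limma, and 0 did by the methods' t-test. At an unadjusted p under 0.001, 5 differed by limma, 4 of them higher in females, and 3 by the methods' t-test. At an unadjusted p under 0.05, 324 differed by limma, 714 with the breed group as a covariate and 822 within the 6 Golden Retrievers. The cells from Dal-4, a male dog by its record, had female levels at the 2 probe sets that passed the adjusted test without this dog, but not at ADCY7, ZRSR2 and TAGLN3. The probe set named for EIF2S3, a translation factor gene with copies on both sex chromosomes, had a signal of 2.95 in Dal-4, 3.08 to 3.33 in females and 10.15 to 10.60 in the other 6 males. With Dal-4 left out, this probe set was lower in females by at least 7.22 log2 units (adjusted p = 2.4e-08), since their signal is at background, and a probe set named for TMEM43, near background in the other males, was higher by 1.95 log2 units (adjusted p = 0.00137). Within the 6 Golden Retrievers, 1 probe set passed. Age was compared between Tucker, the only dog under 7 years, and the other 9 dogs, so this comparison has 1 dog on 1 side and tests only whether Tucker differs from the others. ITGBL1, a secreted protein related to the integrin beta chains, had a log2 difference of 1.98 (SE 0.178, adjusted p = 0.0112), at 7.42 in Tucker and 5.44 ± 0.121 (SD, n = 9) in the others. IGFBP5, which binds insulin-like growth factors, was 2.47 log2 units higher in Tucker (adjusted p = 0.231). For age, 91 probe sets differed at an unadjusted p under 0.001 and 2559 at an unadjusted p under 0.05. With the breed group as a covariate, 47 and 0 differed at an unadjusted p under 0.001 and at an adjusted p under 0.05.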

False Discovery Rate (FDR) analysis separated Golden Retriever and non-Golden Retriever samples into distinct groups with a 5-gene signature of MHC DLA88, Forkhead box protein F1, Thrombospondin-3 precursor, zinc finger protein 322A, and NAD(P) dependent steroid dehydrogenase. 

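In the cells of Golden Retrievers, 1 probe set of DLA88, the classical MHC class I heavy chain that presents peptides to cytotoxic T cells, had no more than background signal. DLA88 (gene 474836) lies on chromosome 12 of UU_Cfam_GSD_1.0 from 1031738 to 1034937. Its signal was 2.98 ± 0.362 (SD, n = 6) in Golden Retrievers and 12.20 ± 0.598 (SD, n = 3) in non-Golden Retrievers, a log2 difference of -9.22 (SE 0.288, adjusted p = 1.7e-06 by limma), which bounds the size of the fall from below because the lower signal is at background. This was the only probe set at an adjusted p under 0.05, and its difference is many times the spread within either group. Another probe set, annotated to DLA88 alone, did not pass the test, with a log2 difference of -0.29 (SE 0.541). It turned to 0.15 without Joey and was -0.76 without Dal-4. THBS3 encodes thrombospondin-3, a calcium-binding protein of the extracellular matrix, on chromosome 7 from 42315048 to 42324684. It had 9.30 ± 0.179 (SD, n = 6) in Golden Retrievers and 10.37 ± 0.230 (SD, n = 3) in the others, a log2 difference of -1.07 (SE 0.157, adjusted p = 0.506). FOXF1, a forkhead transcription factor of mesenchyme and developing vessels on chromosome 5, had 6.65 ± 0.098 (SD, n = 6) and 7.38 ± 0.173 (SD, n = 3), a log2 difference of -0.73 (SE 0.128, adjusted p = 0.696). ZNF322, a zinc finger protein, had 6.05 ± 0.135 (SD, n = 6) and 6.75 ± 0.134 (SD, n = 3), a log2 difference of -0.71 (SE 0.131, adjusted p = 0.747). For the first DLA88 probe set, THBS3, FOXF1 and ZNF322, every Golden Retriever lay below every non-Golden Retriever (exact permutation test, p = 0.0119, the smallest p that 6 dogs against 3 allow). Groups did not overlap for 659 probe sets, 2.46% of those tested, where 2.38% would by chance. NSDHL, the steroid dehydrogenase of cholesterol synthesis that the array names, did not differ (adjusted p = 0.999), and no probe set could be tied to the locus that Table 2 gives for its dehydrogenase. The methods' t-test gave 2 probe sets at an adjusted p under 0.05, adding ZNF169 at an adjusted p of 0.0452. From its own false discovery rate analysis, the paper reports a gene signature that separated the samples by breed into distinct groups.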

We anticipated that differences among hemangiosarcomas from dogs of different breeds would be subtle, thus the relatively small number of genes was not surprising given the relatively low expected discovery rate for this sample size. We took advantage of the predicted true positive rate and identified additional genes that were significantly different between the two groups at *p*<0.001. Figure 1A is a heat map illustrating hierarchical clusters defined by 12 known genes, 4 unknown genes and 1 repeated gene (acid ceramidase) isolated by two different probes. The list of known genes includes an additional MHC gene, genes involved in DNA replication and maintenance, and genes that regulate cellular metabolism (Table 2). 

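The probe sets with the smallest p held single genes of antigen presentation, RNA transport, apoptosis, chromosome structure and sphingolipid breakdown beside unnamed transcripts. DLA-64, a nonclassical MHC class I gene beside DLA88 on chromosome 12, had 4.77 ± 0.218 (SD, n = 6) in Golden Retrievers and 6.36 ± 0.520 (SD, n = 3) in the others, with a log2 difference of -1.58 (SE 0.228, adjusted p = 0.506). Every Golden Retriever lay under the 40th percentile of its array for DLA-64, so this difference is against background and bounds its size from below. STAU2, which carries messenger RNA along microtubules, had a log2 difference of -1.02 (SE 0.183, adjusted p = 0.696). AEN, a nuclease that p53 induces during apoptosis, had -1.18 (SE 0.197, adjusted p = 0.663). Higher in Golden Retrievers were SMC4, a condensin subunit that packs mitotic chromosomes, at 0.80 (SE 0.154, adjusted p = 0.749), and both probe sets of ASAH1, the acid ceramidase of Table 2, at 0.80 (SE 0.152) and 0.84 (SE 0.159). A second probe set of SMC4 had 0.35 (SE 0.246), so the gene's difference rests on 1 probe set. DOK5, an adaptor of receptor tyrosine kinases that is not in Table 2, had 3.45 (SE 0.652, adjusted p = 0.747), a bound from below because all 3 non-Golden Retrievers, at 4.64 or less, lay under the 40th percentile of their arrays. In all, 25 probe sets of 14 genes and of unnamed transcripts differed at an unadjusted p under 0.001, 12 higher and 13 lower in Golden Retrievers, where 26.8 were expected by chance. Of the 17 signals in Table 2, 16 could be matched to a probe set and 15 were tested, 14 of them at an unadjusted p under 0.001. At an unadjusted p under 0.05, 485 of 1695 probe sets were higher, or 28.6%, and this share was 45.9% after each array was centred on its median. Lists of genes chosen before the values were seen were tested with camera. Some lists, such as those for hypoxia and inflammation, match themes that the paper drew from these same arrays. A pass of such a list is therefore not independent evidence for its theme. The direction of MHC class I antigen presentation was down, with 10 of 16 genes lower (adjusted p = 0.412, and adjusted p = 0.753 with an estimated correlation). In lists each gene stands with its probe set of highest mean, which for DLA88 is not the one that passed the test above. On that footing the class I list had 0 genes past the test over all genes and 1, DLA-64, adjusted over the list alone. DLA-64, AEN and ASAH1 are in Table 2, which the study drew from these same arrays, so passing over a list alone is not independent evidence for them. The p53 targets and apoptosis genes shifted down, with 15 of 21 lower (adjusted p = 0.00340, but adjusted p = 0.549 with an estimated correlation). Without Dal-4 the adjusted p by camera was 0.158, and without any other single dog the list still passed. In this list 2 genes, AEN and CASP8, passed when adjusted over the list alone against 0 over all genes. Sphingolipid metabolism had 1 gene, ASAH1, past the test adjusted over the list alone and 0 over all genes, among 10 higher and 12 lower (adjusted p = 0.470, and 0.651 with an estimated correlation); its mean difference was 0.03 and its median -0.01. Of 17 genes for structural maintenance of chromosomes and cohesin, 12 were lower (adjusted p = 0.259, and 0.756 with an estimated correlation), and 0 passed over all genes or adjusted over the list alone.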

When gene differences were plotted according to their cytogenetic location, there were few notable changes. Unlike the significant global underexpression seen when tumors were compared to non-malignant cells, samples from Golden Retrievers showed a net increase in the sum of expression of genes located in CFA 3, CFA 25 and CFA 30, and a net reduction in the sum of expression of genes located in CFA 12, CFA 14, CFA 29, CFA 32, CFA 33, and CFA 34. 

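Genes on chromosome 16, the site of ASAH1, and on chromosome 22 were on average higher in Golden Retrievers, and those on chromosomes 13 and 28 lower, but these differences rested on 1 dog, Dal-4. The mean log2 difference was 0.18 over 210 genes of chromosome 16 and 0.22 over 108 genes of chromosome 22. It was -0.18 over 197 genes of chromosome 13 and -0.21 over 208 genes of chromosome 28. Without Dal-4, these means were 0.01 for chromosome 16, -0.01 for chromosome 22, 0.01 for chromosome 13 and 0.003 for chromosome 28. Among the autosomes named by the paper, the mean was -0.02 for chromosome 3, -0.13 for chromosome 25 and -0.04 for chromosome 30. It was 0.07 for chromosome 12, -0.07 for chromosome 14, -0.18 for chromosome 29, -0.05 for chromosome 32, -0.10 for chromosome 33 and 0.03 for chromosome 34. On chromosome 12, the site of DLA88, the mean reversed to -0.10 with Dal-4 left out and to -0.03 among males alone. Chromosome 34 also reversed among males alone, to -0.02. Chromosome 29 had -0.08 without Dal-4 and -0.12 without CHAD-G4, and chromosome 25 had -0.08 without CHAD-G4, and they no longer passed. Summed over the 17 probe sets of chromosome 12 at an unadjusted p under 0.05, the log2 differences came to 8.31, and to 17.53 without DLA88. Camera with a preset correlation of 0.01 called 13 chromosomes at an adjusted p under 0.05, of which 6 were higher and 7 lower. With an estimated correlation, 0 were called, and the smallest adjusted p was 0.739. By exact permutation of the dogs over 84 splits, the smallest p was 0.0833 (adjusted p = 0.65). Genes were placed on UU_Cfam_GSD_1.0, which the study did not have.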

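On the X chromosome, which carries SMARCA1, most of the difference came from 1 male, CHAD-G4. Averaged over 285 genes, the cells of this dog lay 0.49 log2 units above the mean of the dogs, while the females CHAD-G6, Frog and Journey lay at 0.01, -0.03 and -0.003. The other males of the Golden Retriever group, CHAD-G8 and Tucker, lay at -0.09 and -0.07, and the 3 non-Golden Retrievers between -0.17 and -0.04. The group means differed by 0.15 log2 units (adjusted p = 6.0e-05 by camera, but adjusted p = 0.739 with an estimated correlation), with an SD of 0.218 among Golden Retrievers, and exact permutation of the 9 dogs gave p = 0.321. Without CHAD-G4 the mean difference was 0.06, and among males alone, CHAD-G4 included, it was 0.21.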

Predictably, since samples from Golden Retrievers included 3 females, this group also showed a net increase in the sum of expression of genes in the X chromosome. Figure 1B shows the location of individual genes that were recurrently and significantly overexpressed or underexpressed in the Golden Retriever samples.

**Figure 1:**
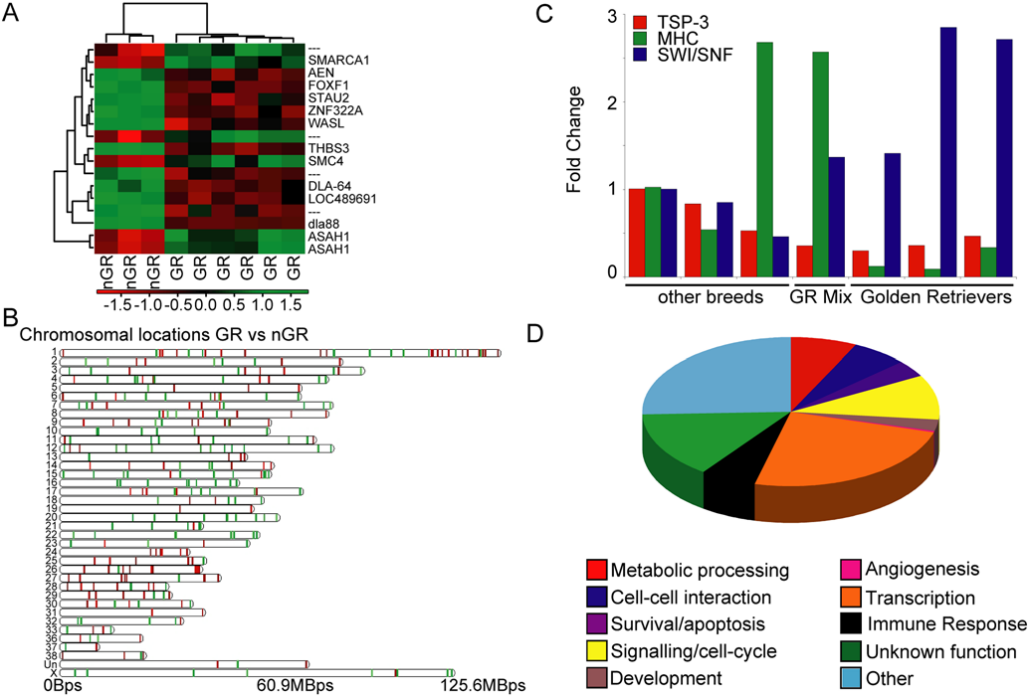
Golden Retriever Hemangiosarcoma Cells Segregate from Non-Golden Retriever Hemangiosarcoma Cells via Their Expression Profile. A. Hierarchical clustering of 6 Golden Retriever (GR) hemangiosarcoma samples versus 3 non-Golden Retriever (nGR) hemangiosarcoma samples (GEO series record GSE15086). Increasing green intensity indicates increased gene expression, increasing red intensity indicates decreased gene expression, and black indicates no change. Bars represent groups that cluster together. B. Gene differences between Golden Retrievers (GR) and non-Golden Retrievers (nGR) were plotted according to their cytogenetic location along the 38 autosomes and the X chromosome. Tick marks represent individual genes that show differential regulation, with the color intensity (green to black to red) representing expression changes as described in part A. Genes plotted received a p-value<0.05 and were derived from ANOVA analysis of the global list of filtered genes. C. Quantitative expression analysis of 3 genes found in panel A, TSP-3, DLA88 (MHC), and SMARCA1 (SWI/SNF) that were differentially expressed between Golden Retrievers with hemangiosarcoma and other breeds with hemangiosarcoma. Samples were evaluated for gene expression changes by RT-PCR followed by qPCR. One sample originating from a non Golden Retriever dog (Dal-4) was normalized to 1.0 and used as a reference; gene expression is presented as fold change compared to the reference sample. The samples used for real time PCR analysis (in the order presented) include CHAD P9, Dal-4, Joey, DD1, CHAD G6, CHAD G4, and Frog. D. Schematic representation of gene expression changes between Golden Retrievers and non Golden Retrievers with hemangiosarcoma grouped by biological function using ONTO/express gene ontology program (vortex.cs.wayne.edu/Projects.html).

**Table 1:** Signalment (Demographics) of Dogs in Study.

Sample ID	Diagnosis	Breed	Sex	Age
CHAD G4	Hemangiosarcoma	Golden Retriever	Male	10
CHAD G6	Hemangiosarcoma	Golden Retriever	Female	12
CHAD G8	Hemangiosarcoma	Golden Retriever	Male	12
FROG	Hemangiosarcoma	Golden Retriever	Female	10
JOURNEY	Hemangiosarcoma	Golden Retriever	Female	11
TUCKER	Hemangiosarcoma	Golden Retriever	Male	6
JOEY	Hemangiosarcoma	Rottweiler	Male	9
DD-1	Hemangiosarcoma	Golden Retriever×Great Pyrenees	Male	9
CHAD P9	Hemangiosarcoma	Portuguese Water Dog	Male	9
DAL-4	Hemangiosarcoma	Dalmatian	Male	7
FOREST	Unaffected	Golden Retriever	Male	10
HANK	Unaffected	Golden Retriever	Male	10
TUX	Unaffected	Golden Retriever	Male	10
JASPER	Unaffected	Boxer	Male	8
T	Unaffected	German Shorthair Pointer	Male	11
INGO	Unaffected	Rottweiler	Male	10
QUANTUM	Melanoma	Golden Retriever	Male	13
CHESTER	Melanoma	Golden Retriever	Male	14
REP	Melanoma	Miniature Schnauzer	Male	11
BAXTER L	Osteosarcoma	Golden Retriever	Male	8
JAZZ	Osteosarcoma	Golden Retriever	Male	7
KODIAK	Osteosarcoma	Great Pyrenees	Male	9
STRETCH	Osteosarcoma	Greyhound	Male	8.5
NELLIE	T-cell lymphoma	Golden Retriever	Female	6
PUEBLO	T-cell lymphoma	Golden Retriever	Male	11
MURPHY	T-cell lymphoma	Boxer	Male	9
RUFFIAN	B-cell lymphoma	Boykin Spaniel	Male	11

**Table 2:** Gene Expression Analysis Separates Golden Retriever Hemangiosarcoma Tumors from Non-Golden Retriever Hemangiosarcoma Tumors^1^.

Gene title	Chrom.	Function	Fold Change	p-value
similar to N-acylsphingosine amidohydrolase (acid ceramidase) 1	16	Metabolic processing	1.79	3.6E-04
MHC class 1 DLA-88	12	Cell-cell interaction	−603.8	1.7E-08
similar to Thrombospondin-3 precursor	7	Cell-cell interaction	−2.08	1.1E-04
similar to NAD(P) dependent steroid dehydrogenase-like	5	Cell-cell interaction	−1.91	1.7E-04
MHC class 1 DLA-64	12	Cell-cell interaction	−2.81	6.9E-04
similar to Wiskott-Aldrich syndrome gene-like protein	14	Cell-cell interaction	−1.60	7.4E-04
similar to staufen, RNA binding protein, homolog2 isoform LL (A)	29	Cell-cell interaction	−2.02	8.2E-04
MHC class 1 DLA-88	12	Survival/apoptosis	−603.8	1.7E-08
similar to interferon stimulated exonuclease gene 29 kDa-like 1	3	Survival/apoptosis	−2.23	5.1E-04
MHC class 1 DLA-64	12	Surivival/apoptosis	−2.81	6.9E-04
similar to SWI/SNF-related matrix associated actin-dependent regulator of chromatin remodeling	X	Signaling/cell cycle	3.42	5.7E-04
similar to Structural maintenance of chromosomes4-like 1 protein	34	Signaling/cell cycle	1.72	6.8E-04
similar to Forkhead box protein F1	5	Transcription	−1.65	9.3E-05
similar to zinc finger protein 322A	35	Transcription	−1.68	1.5E-04
similar to SWI/SNF-related matrix associated actin-dependent regulator of chromatin remodeling	X	Transcription	3.42	5.7E-04
MHC class 1 DLA-88	12	Immune response	−603.8	1.7E-08
similar to interferon stimulated exonuclease gene 29 kDa-like 1	3	Immune response	−2.23	5.1E-04
MHC class 1 DLA-64	12	Immune response	−2.81	6.9E-04
Transcribed locus [Cfa.6637.1.A1_at]	9	Unknown	−6.10	5.3E-04
Transcribed locus [Cfa.14890.1.A1_at]	28	Unknown	2.82	9.8E-04
— [CfaAffx.1401.1.S1_at]	1	Unknown	−1.59	8.4E-04
— [Cfa.11358.1.A1_at]	16	Unknown	2.02	1.0E-03

1 The list represents genes that were significant to p<0.001 comparing tumors from Golden Retriever to tumors from non-Golden Retriever. Each gene is grouped into functional categories as defined in Fig. 1D. Mean fold change reflects the average expression in cells from Golden Retriever tumors over the average expression in cells from tumors of non-Golden Retrievers; p-values were calculated after verifying the data were normally distributed using Student's T-test. Some genes are found within multiple functional categories.

We used reverse transcriptase PCR followed by quantitative real time PCR analysis of DLA-88 (MHC), TSP-3 and SMARCA-1 (SWI/SNF) expression to verify the microarray data (Figure 1C). We included each of the non-Golden Retrievers (Dal-4, Joey, and CHAD-P9) and three Golden Retrievers (CHAD G6, CHAD G4, and Frog) for this analysis. The genes were chosen because they may define MHC haplotypes or because of their relevance to tumor biology; *i.e.*, DLA-88 is an MHC class I gene [20], homologues of TSP-3 are known to regulate angiogenesis [21], and the SWI/SNF related gene SMARCA-1 is an ATP dependent chromatin remodeler important for the regulation of transcription, DNA replication, and DNA repair that is abnormally expressed in certain tumors [22]. Figure 1C and Table 2 show TSP-3 and DLA-88 were consistently underexpressed, whereas SMARCA-1 was consistently overexpressed in hemangiosarcomas from Golden Retrievers. This latter gene is encoded in the X chromosome, but the data suggest this is not purely a female bias: SMARCA1 expression was actually highest in cells from CHAD G4, which was a male dog (Figure 1C, middle dog in the Golden Retriever group). 

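SMARCA1 encodes an ISWI ATPase that spaces nucleosomes, and lies on the X chromosome from 101565278 to 101638177. Its signal was 7.81 ± 0.511 (SD, n = 6) in Golden Retrievers and 6.05 ± 0.214 (SD, n = 3) in non-Golden Retrievers, a log2 difference of 1.76 (SE 0.291, adjusted p = 0.663). A second probe set of the gene had 1.52 (SE 0.267, adjusted p = 0.696), taken against background in the non-Golden Retrievers (4.77 to 4.88), and for both the groups did not overlap. For DLA88, all Golden Retrievers lay between 2.48 and 3.45 at the probe set of Table 2 and all others between 11.57 and 12.76. The second probe set that is annotated to this gene alone had 11.14 ± 0.854 (SD, n = 6) and 11.43 ± 0.913 (SD, n = 3), and was high in every dog, from 9.70 to 12.31, although probes of its type can be shared with other class I genes. Probe sets annotated to both DLA88 and DLA-64 had log2 differences of -0.50 (SE 0.507) and -0.14 (SE 0.834). The former ran from -1.04 to -0.22 with 1 dog left out, and the latter was positive without CHAD-G4, CHAD-P9 or Joey. Among the partners of class I none passed the test, with B2M (the light chain) at 0.20 (SE 0.281) and the peptide transporter genes TAP1 and TAP2 at 0.02 (SE 0.330) and 0.15 (SE 0.301), and without Dal-4 all 3 turned negative. Of 5694 genes with at least 2 tested probe sets, DLA88 had the widest range between them, 8.93 log2 units, where the median was 0.176. Among the thrombospondins, 3 of 4 tested genes were higher, so the mean of 0.09 and the median of 0.36 were positive while camera's direction was down (adjusted p = 0.887, and 0.929 with an estimated correlation). THBS3, which the study picked from these arrays as it did SMARCA1, was the 1 gene past the test adjusted over the list alone, with 0 over all genes. THBS1, an antiangiogenic member of the family, had a log2 difference of 0.73 (SE 0.374, adjusted p = 0.776), which was 0.19 without Joey, and THBS2 had 0.03 (SE 1.85), whose sign changed in 6 of the 9 settings with 1 dog left out. Of 22 SWI/SNF and ISWI chromatin remodelers, 14 were lower (adjusted p = 0.810, and 0.904 with an estimated correlation), and SMARCA1 alone passed when adjusted over the list alone, with 0 over all genes. The median of these remodelers was -0.08 and their mean 0.003.

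**Figure D2:**
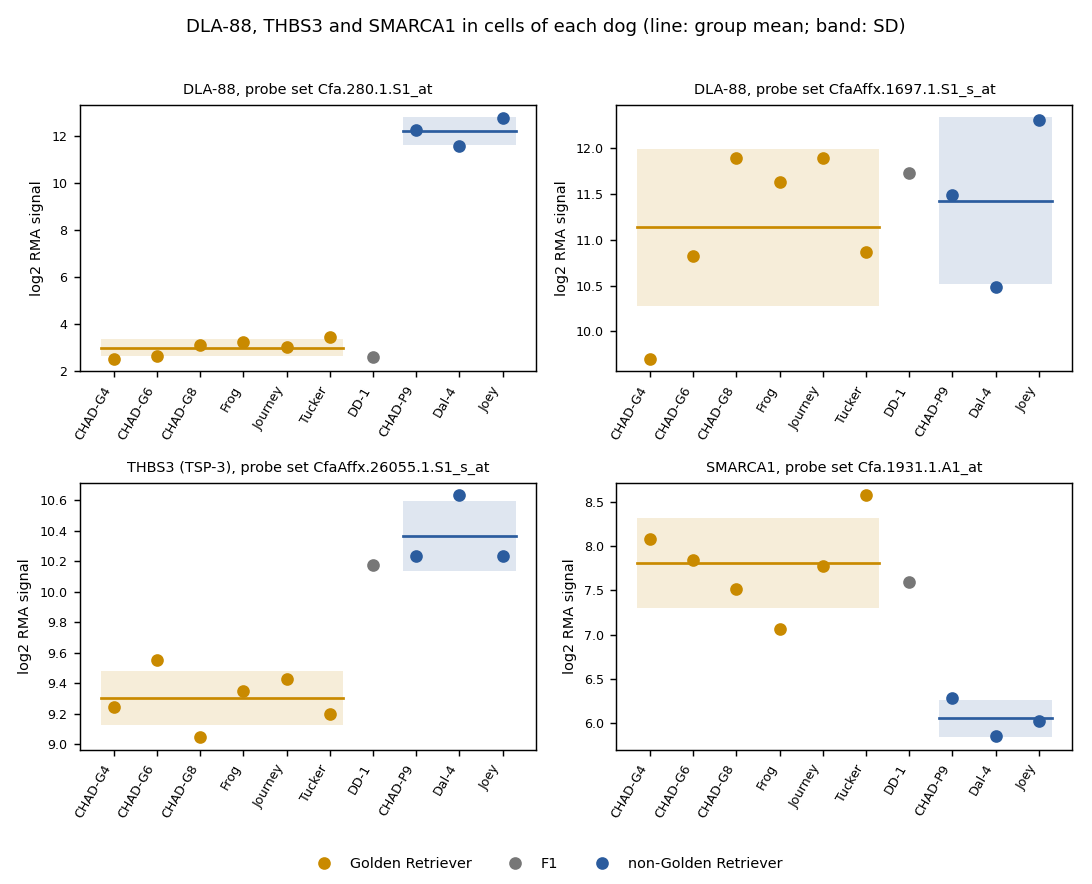
Log2 signal of the DLA88 probe set of Table 2, a second DLA88 probe set, THBS3 and SMARCA1 in each dog, with points for dogs and bars for group means with SD. The first DLA88 probe set reaches at most 3.45 in Golden Retrievers, and the second is at least 9.70 in every dog.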

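SMARCA1 was highest on the arrays in Tucker, a male, at 8.58, followed by CHAD-G4, also male, at 8.08. The females CHAD-G6, Journey and Frog had 7.85, 7.78 and 7.07, and the male CHAD-G8 had 7.52. Every male Golden Retriever lay above the 3 non-Golden Retrievers, all males, which ran from 5.85 to 6.28. Frog, the lowest Golden Retriever, was female. Tucker was not among the dogs that the paper measured by quantitative PCR, and of those dogs CHAD-G4 was highest on the arrays too.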

Student's T-test for equal variance was used to calculate p-values as an indication of statistical significance (Table 2). The availability of a sample originating from an F1 mix-breed dog with fortuitously known parentage (Golden Retriever×Great Pyrenees) allowed us to ask interesting, albeit anecdotal questions. Specifically, was this dog more similar to Golden Retrievers, to non-Golden Retrievers, or would it reflect a “mixture” of both? When we included this sample in the hierarchical clustering, the features that separated the two groups were less distinguishable. 

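DD-1, the F1 dog, lay at the Golden Retriever level for some genes and beyond or between the groups for others. The DLA88 probe set of Table 2 was at background in this dog like the Golden Retrievers, at 2.57, and SMARCA1 was at 7.60. The second DLA88 probe set was high in this dog, at 11.73, against group means of 11.14 in Golden Retrievers and 11.43 in the others. THBS3, at 10.17, was close to the non-Golden Retriever mean, and DLA-64, at 5.74, lay between the groups. FOXF1, at 5.70, and AEN, at 6.15, were below every purebred dog. Over all tested probe sets, the mean Euclidean distance from the F1 dog was 94.2 ± 22.2 (SD, 6 pairs) to Golden Retrievers and 115.8 ± 22.5 (SD, 3 pairs) to non-Golden Retrievers, and the difference is about the size of either SD. The F1 dog was the nearest neighbor of CHAD-G6, CHAD-G8, Frog and Journey, and also of CHAD-P9 in the other group. Counted as a Golden Retriever, the F1 dog raised the probe sets at an unadjusted p under 0.001 to 47, and counted as a non-Golden Retriever it left 7 and 0 at an adjusted p under 0.05.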

Only 7 of the 17 signals on the hit list remained among the 35 genes with lowest p-values (p<0.0123) and 11 of 17 were found in the top 200 (p<0.04). This suggested that “Golden Retriever” contributed, but did not completely control the gene expression signature in this F1 dog's tumor. 

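With the F1 dog among the Golden Retrievers, the DLA88 probe set of Table 2 kept rank 1. SMARCA1 was at rank 3, AEN at 6 and ZNF322 at 8, while THBS3 moved to rank 83 and FOXF1 to 132. ASAH1 was at ranks 54 and 36 for its pair of probe sets. Of 15 tested signals from Table 2, 10 ranked among the 35 smallest p and 15 among the 200 smallest by limma. Among the 13758 most variable probe sets, 6 and 12 did, and by the methods' t-test 7 and 14. By that test on the 13758 most variable probe sets, 12 and 15 did. With the F1 dog among the non-Golden Retrievers, 9 and 10 did. On a scale with the non-Golden Retriever mean at 0 and the Golden Retriever mean at 1, the median position of the F1 dog over the 25 probe sets at an unadjusted p under 0.001 was 0.924, and at 19 of them it lay nearer the Golden Retrievers. The same scale, made anew without 1 purebred dog and applied to that dog, put Golden Retrievers between 0.301 (Frog) and 0.956 (CHAD-G8). It also put 2 non-Golden Retrievers near the Golden Retriever end, CHAD-P9 at 0.811 and Joey at 0.971, so the position of 1 dog on this scale does not tell the groups apart. From the fewer signals near the top of the ranking, the paper proposes that the Golden Retriever background contributed to the signature of this tumor without controlling all of it.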

Figure 1C shows indeed, that expression of TSP-3 in the F1 (Golden Retriever mix) was similar to the Golden Retriever group and expression of MHC DLA-88 was similar to the non-Golden Retriever group. Thus, the expression of genes in the tumor was predictably modulated by the dog's Golden Retriever and non-Golden Retriever background.

One possible explanation for why Golden Retrievers separate from non-Golden Retrievers in this analysis is that hierarchical clustering by breed reflected unique properties of genetic variants within the breed, rather than a particular influence of breed on tumor phenotypes. To our knowledge, there is no reported association between breed and MHC haplotypes, so this was unlikely. Nevertheless, we examined whether the association between expression of TSP-3, DLA-88, or SMARCA-1 and breed (Golden Retriever) would hold in non-hemangiosarcoma samples. Samples analyzed included blood leukocytes from healthy Golden Retrievers and non-Golden Retrievers, blood leukocytes from Golden Retrievers and non-Golden Retrievers that did not have hemangiosarcoma, but were diagnosed with another cancer (melanoma, non-Hodgkin lymphoma, or osteosarcoma), and the hemangiosarcoma cells from each affected dog (Table 3). In blood samples from healthy dogs and dogs with other types of cancers, expression of TSP-3, MHC DLA-88, or SWI/SNF (SMARCA1) was not significantly different among groups. However, in hemangiosarcoma samples from Golden Retrievers, the expression of TSP-3 and DLA-88 was consistently lower, and the expression of SMARCA1 was consistently higher than in non-Golden Retrievers (p<0.03). One interesting observation is that the range of expression for these genes in the hemangiosarcoma samples and in blood samples from healthy dogs were narrow, but they were relatively wide in blood samples from dogs that had non-hemangiosarcoma tumors. Even so, the trends for expression of TSP-3 and DLA-88 are reversed in these samples. This suggests the differences were not due to variants in the breed, and instead were due to the influence of genetic background (breed) itself on hemangiosarcoma phenotypes. Another possibility was that this difference would be reflected only on tumor samples, so we assessed whether these genes had significantly different calls when comparing our hemangiosarcoma Golden Retriever expression arrays to expression arrays from lymphoma and leukemia (30 Golden Retrievers) and from osteosarcoma (9 Golden Retrievers). The association between hemangiosarcoma and overexpression of acid ceramidase was reinforced in these analyses, but neither TSP-3, nor DLA-88, nor SMARCA1 showed differential expression according to breed in lymphoma and leukemia or in osteosarcoma, although those samples also appear to have different and unique sets of genes whose expression varies as a function of breed (T. Phang, K. Gavin, A. Sarver, and J. Modiano, unpublished data).

**Table 3:** Breed-Dependent Gene Expression Differences in Hemangiosarcoma Are Not Generalized To Normal Tissues or Other Tumors^1^.

Tissue Type	Average fold change of TSP-3 GR vs nGR (Mean [Range])	p-value	Average fold change of MHC GR vs nGR (Mean [Range])	p-value	Average fold change SWI/SNF (SMARCA1) GR vs nGR (Mean [Range])	p-value
Hemangio-sarcoma (tumor)	0.47 [0.39–0.56]	0.025	0.16 [0.07–0.26]	0.029	3.18 [2.04–4.32]	0.028
Healthy (blood)	0.84 [0.52–1.16]	0.623	1.14 [0.98–1.30]	0.783	0.78 [0.40–1.15]	0.571
Tumors (blood)	3.95 [0.82–7.08]	0.558	6.93 [2.49–11.37]	0.279	22.60 [1.98–43.22]	0.174

1 qPCR was performed on genes as described previously in Figure 1C. Presented is the average fold change and average fold range from at least 3 samples which were individually normalized to 18s control gene. P-values were calculated using the Welch t-test for samples with unequal variance, or Student's t-test for equal variance. Only Golden Retriever hemangiosarcoma compared to Non-Golden Retriever hemangiosarcoma showed differences that were statistically significant in each of the 3 genes analyzed.

### Pathway Analysis Provides Insight into Hemangiosarcoma Susceptibility and Heritability

When we compared tumors from Golden Retrievers against tumors from non-Golden Retrievers with hemangiosarcoma, we found differentially expressed genes in several functional categories defined by ONTO/express (Figure 1D). 

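Among the transcription factors with the smallest p in the comparison of breeds were FOXF1 and several zinc finger genes that did not pass the adjusted test by limma. They were lower in Golden Retrievers, as were most probe sets at an unadjusted p under 0.05, and zinc finger genes were not tested as a list. ZNF148, which binds GC-rich promoters, had a log2 difference of -0.94 (SE 0.217, adjusted p = 0.772). ZNF518B, which recruits histone methyltransferases, had -0.98 (SE 0.242, adjusted p = 0.772), while a second probe set of ZNF518B had -0.18 (SE 0.187). ZNF169 had -0.45 (SE 0.107, adjusted p = 0.772). Gene names were used to mark transcription factor families, since the functional categories of ONTO/express were not at hand. Of 14 genes at an unadjusted p under 0.001, 2 were such factors, or 14.3%. Of 11111 genes in this count, 345 were, or 3.11% (odds ratio 5.22, 95% confidence interval 0.566 to 23.6, two-sided Fisher's exact test, p = 0.0684). At an unadjusted p under 0.05 they were 43 of 1047 (odds ratio 1.38, two-sided Fisher's exact test, p = 0.0603). With all non-control probe sets they were 3 of 23 (odds ratio 4.48, 95% confidence interval 0.849 to 15.2, two-sided Fisher's exact test, p = 0.0374). At an adjusted p under 0.05, 0 of them differed by limma and 1, ZNF169, by the methods' t-test.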

The single largest category where genes differed between the two groups was genes involved in transcription. We then applied GSEA to improve the definition of pathways that may be influenced by heritable traits and identified 77 gene sets with FDR<0.05 (Table S1). GSEA is designed to identify categories, families, or sets of genes where there are potentially small but coordinated changes in gene expression. In other words, the intent was to discover groups of genes (annotated by pathway) that “move” as a group, but where the separation of any individual gene in the group would not be, by itself, necessarily statistically significant. The top gene sets identified with FDR<0.001 and with normalized enrichment scores (NES)<2.1 are shown in Table 4. GSEA highlighted unique differences between hemangiosarcomas segregated by breed: for example, Flt-1/VEGFR1 was exclusively enriched in GSEA pathways separated according to breed (Figure 2). 

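FLT1 encodes VEGFR1, a receptor and decoy for VEGF, and lies on chromosome 25 from 11290416 to 11468726. Its signal varied widely among Golden Retrievers, at 6.21 ± 1.94 (SD, n = 6) and 4.03 ± 0.831 (SD, n = 3), a log2 difference of 2.19 (SE 1.04, adjusted p = 0.775). It lay above the 40th percentile of the array in 4 dogs, all Golden Retrievers, so the difference is taken against background signal in the others. CHAD-G8, CHAD-G4 and CHAD-G6 had 8.38, 8.32 and 6.77, whereas Journey, Frog and Tucker had 5.39, 4.75 and 3.67, within or near the non-Golden Retrievers at 4.98, 3.60 and 3.50 (exact permutation test, p = 0.107). KDR, the gene of VEGFR2, had 7.24 ± 0.442 (SD, n = 6) and 7.38 ± 0.871 (SD, n = 3), a log2 difference of -0.14 (SE 0.378, adjusted p = 0.964), which turned positive without CHAD-P9, at 0.29. VEGFA, the ligand of both receptors, had -0.11 (SE 0.405, adjusted p = 0.977), which turned positive without CHAD-G4, CHAD-P9 or Joey, at 0.30 without Joey, and VEGFC, the lymphatic ligand, had 0.87 (SE 0.599, adjusted p = 0.814), which was -0.06 without Dal-4. F3, the tissue factor gene, had one of the larger differences among genes named in the text, 2.46 (SE 0.702, adjusted p = 0.772). Of 8 VEGF ligands and receptors, 4 were higher and 4 lower (adjusted p = 0.315 by camera, and 0.651 with an estimated correlation). Of 21 angiogenesis genes, 15 were higher (adjusted p = 0.158, and 0.549 with an estimated correlation). Endothelial markers were higher for 11 of 13 (adjusted p = 0.0170, but adjusted p = 0.645 with an estimated correlation), of which the transcription factor ERG had the smallest p, at 0.90 (SE 0.356, adjusted p = 0.772). In these 3 lists, 0 genes passed over all genes and 0 passed when adjusted over the list alone by limma.

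**Figure D3:**
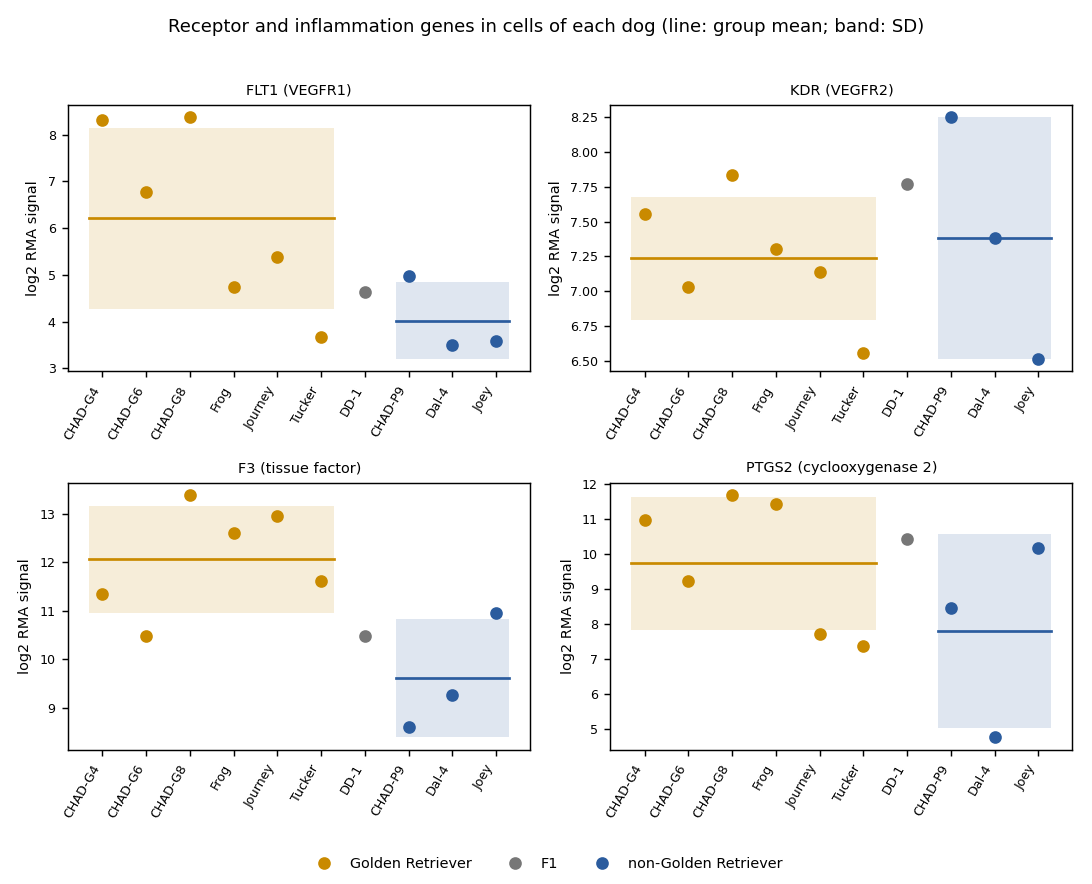
Log2 signal of FLT1, KDR, F3 and PTGS2 in each dog, with points for dogs and bars for group means with SD. FLT1 spans 3.67 to 8.38 among Golden Retrievers, and the ranges of the groups overlap for all 4 genes.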

The enrichment of VEGFR1 in these cells was especially intriguing. Previous flow cytometric and immunocytochemical analysis of hemangiosarcoma samples from Golden Retrievers and from non-Golden Retrievers showed expression of levels of CD133, CD34, c-Kit, CD45, CD146, and α_v_ß_3_-integrin [23], [24] were equivalent. Yet, immunologic analysis verified the GSEA data. Figure 3A shows immunocytochemical staining and immunoblotting for VEGFR1 and VEGFR2 in cell lines derived from Golden Retrievers and from non-Golden Retrievers. One recently developed line that had not been arrayed (Emma) was included as a means to provide validation of the data. Immunocytochemical staining verified each of the Golden Retriever-derived cell lines expressed VEGFR1. The relative expression of this protein as determined by immunoblotting was higher in Emma and Frog (Golden Retriever) cell lines than it was in Joey and in Dal-4 (non-Golden Retriever) cell lines, and conversely, the relative expression of VEGFR2 was higher in Joey and Dal-4 than it was in Emma and Frog (Figure 3B).

**Figure 2:**
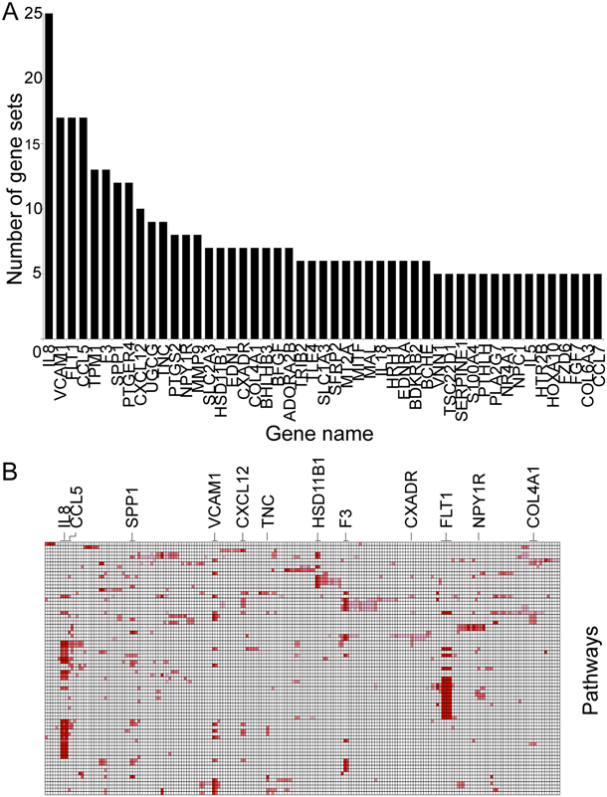
Gene Set Enrichment Analysis Validates the Hypothesis that the Golden Retriever Hemangiosarcoma Gene Set Is Involved in Hypoxia, Inflammation, and Cancer. A. Bar graph representing the number of gene sets/pathways from the GSEA archived database that were enriched in hemangiosarcoma samples from Golden Retrievers versus hemangiosarcoma samples from non-Golden Retrievers. Each gene on the x-axis was present in the number of GSEA gene sets indicated on the y-axis (of 77 where FDR<0.05). B. Graphical representation of genes (x-axis) present in each GSEA pathway/gene set (y-axis), where a filled box means the gene was present and enriched in that GSEA pathway. Increasing red intensity reflects higher enrichment scores. The genes enriched in the highest number of gene sets are identified by name.

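Genes that cells induce when oxygen is short, and the enzymes of glycolysis that many of them encode, leaned toward higher signal in the Golden Retrievers, but no single gene passed the test. Of 34 hypoxia-induced genes, 27 were higher, with a mean log2 difference of 0.48 (adjusted p = 6.0e-05 by camera, but adjusted p = 0.581 with an estimated correlation and 0.604 by fry). CA9, a carbonic anhydrase that acidifies hypoxic tumors, had a log2 difference of 1.68 (SE 0.803, adjusted p = 0.775). With 1 dog left out it ran from 1.10, without Dal-4, to 2.56. BHLHE40, a hypoxia-responsive repressor, had 0.69 (SE 0.323). Of 17 glycolysis genes, 16 were higher, with a mean of 0.44 (adjusted p = 6.0e-05 by camera, but adjusted p = 0.581 with an estimated correlation). PFKL, the liver phosphofructokinase, had 0.81 (SE 0.326, adjusted p = 0.772), and the lactate exporter SLC16A3 had 1.11 (SE 0.660, adjusted p = 0.790). SLC16A3 ran from 0.77 to 1.71 with 1 dog left out. LDHA, which makes lactate, had 0.41 (SE 0.205), and 1 dog, Tucker, lay apart from the other Golden Retrievers. With 1 dog left out LDHA ran from 0.20, without Joey, to 0.58. Fibroblast and matrix markers were higher for 18 of 23 (adjusted p = 0.00823, but adjusted p = 0.549 with an estimated correlation). Among them were decorin (DCN) at 0.74 (SE 0.297) and the motility gene S100A4 at 0.96 (SE 0.414). With 1 dog left out DCN ran from 0.43, without CHAD-P9, to 1.18. Lumican, at 3.04 (SE 1.79), rested on Dal-4 and was -0.07 without this dog. Proliferation and mitosis genes were lower for 27 of 37 (adjusted p = 0.946, and 0.989 with an estimated correlation). Immediate early and stress genes were higher for 12 of 18 (adjusted p = 0.412, and 0.651 with an estimated correlation), and senescence and secretory genes for 8 of 12 (adjusted p = 0.170, and 0.549 with an estimated correlation). Plasma cell and unfolded protein response genes split into 9 higher and 10 lower (adjusted p = 0.850). No list of lineage markers named next passed the test. Genes were higher for hematopoietic stem and progenitor markers in 7 of 9 (adjusted p = 0.167), T and B cell markers in 5 of 8 (adjusted p = 0.353), and erythroid and megakaryocyte markers in 5 of 7 (adjusted p = 0.505). Smooth muscle and pericyte markers were higher in 9 of 13 (adjusted p = 0.238) and epithelial and mesothelial markers in 5 of 6 (adjusted p = 0.323). Adipocyte differentiation genes were higher in 4 of 6 (adjusted p = 0.412), with a mean of -0.05 and a median of 0.05. Across these lists, 0 genes passed over all genes and 0 adjusted over the list alone, and of 27 lists tested, 6 passed camera and 0 passed with an estimated correlation or by fry.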

**Figure 3:**
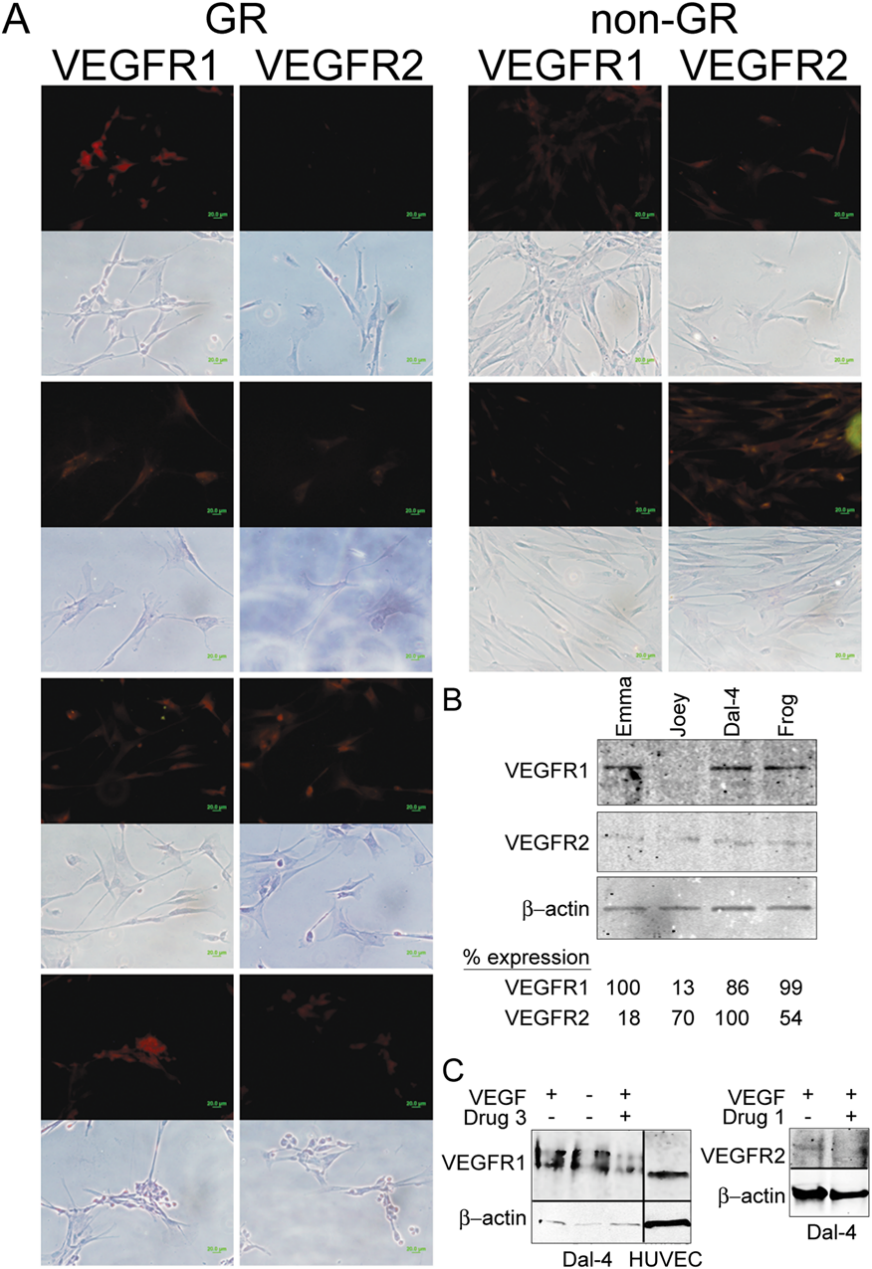
Expression of VEGF Receptors in Hemangiosarcoma Cells of Golden Retrievers and Non-Golden Retrievers. A. Hemangiosarcoma cells from 4 Golden Retrievers (in order from top to bottom, Frog, Veronica, Tucker, Emma) and from 2 non-Golden Retrievers (Dal-4 and Joey) were cultured in chamber slides and stained with antibodies against VEGFR1 and VEGFR2 as described in the methods. Staining was visualized using epifluorescence. Bar = 20 µm. B. Emma, Frog, Joey, and Dal-4 cells obtained during the log growth phase were used to quantify expression of VEGFR1, VEGFR2 and ß-actin by immunoblotting. Conditions were optimized for linearity. Densitometric band quantification was done using Image J 1.37. Data are normalized to ß-actin using the sample with the highest expression for each receptor as the calibrator. C. Dal-4 cells were cultured in complete media supplemented with VEGF (+), in the absence of serum and growth supplements (−), with or without Drug 3 (100 nM) or Drug 1 (1 µM) as indicated. The activation status of VEGFR1 and VEGFR2 was examined using modification-state (phosphospecific) antibodies directed against pVEGFR1-Tyr915 and pVEGFR2-Tyr875. ß-actin was used as a loading control, and HUVEC lysates were used as a specificity control for VEGFR1.

**Table 4:** Gene Set Enrichment Analysis Predicts Pathways Involved in Inflammation, Cancer, and Hypoxia Are Important for Golden Retrievers with Hemangiosarcoma^1^.

Gene set	Description	ES	NES	FDR
TARTE_MATURE_PC	Genes overexpressed in polyclonal plasmablastic cells	0.71	2.63	<0.001
IDX_TSA_DN_CLUSTER3	Genes downregulated during differentiation of 3T3-L1 fibroblasts into adipocytes	0.82	2.40	<0.001
CARIES_PULP_UP	Genes upregulated in pulpal tissue from extracted cavities	0.73	2.26	<0.001
HYPOXIA_REVIEW	Genes known to be induced by hypoxia	0.67	2.26	<0.001
RUTELLA_HEPATGFSNDCS_UP	Genes upregulated by hepatocyte growth factor treatment	0.70	2.19	<0.001
NAKAJIMA_MCS_UP	Most increased transcripts in activated human and mouse mast cells	0.77	2.14	0.001
TPA_SENS_EARLY_DN	Downregulated by TPA at two consecutive timepoints between 15 min–3 hrs in sensitive HL-60 cells	0.69	2.13	0.001

1 The filtered gene list from Golden Retrievers with hemangiosarcoma vs. non-Golden Retrievers with hemangiosarcoma were compared using the GSEA software. ES (Enrichment Score) is a value that represents how well the gene set is enriched within the selected gene list. NES (normalized enrichment score) corrects the ES for differences in gene set size and can be used to compare across gene sets. A high ES or NES indicates that gene set is highly enriched within our gene list. FDR represents the probability that the NES for a gene set gives a false positive finding. The highest FDR shown here is 0.005 indicating that there is a 0.005% chance that the gene set indicates a false positive finding. The lists shown are those gene sets with an NES higher than 2.10.

Finally, we examined if these expression patterns had functional correlates. We hypothesized that hemangiosarcoma cell lines from Golden Retrievers and from non-Golden Retrievers would show differential sensitivity to small molecules that selectively inhibit VEGFR1 and VEGFR2 kinase activity. We selected two compounds, referred to as “Drug 1” and “Drug 3” for simplicity, with distinct affinity for VEGFR1 and VEGFR2. Drug 1 is a selective VEGFR2 inhibitor, and Drug 3 is a related small molecule with similar affinity for VEGFR2 as Drug 1, but with 100-fold greater affinity for VEGFR1. Figure 3C illustrates a representative experiment that shows the VEGFR inhibitors we selected had the predicted effects to inhibit activation of each receptor in Dal-4 cells (one of the cell lines that had detectable VEGFR1 and VEGFR2), as determined by the steady state level of activating tyrosine phosphorylation at the residues homologous to human Tyr1213 in VEGFR1 and Tyr951 in VEGFR2. As would be predicted from the data in Figures 3A and 3B, we noticed some variation in the levels of phosphorylated VEGF receptors in the cells, mostly related to the overall steady state expression of these proteins. Figure 4 shows that Drug 1 did not significantly affect any of the seven cell lines tested. In contrast, cell lines derived from Golden Retrievers showed significantly greater proliferation in the presence of Drug 3 (Veronica>Tucker>Emma>Frog). These responses were dose dependent and peaked at concentrations of 0.1 to 10 nM. Drug 2, which has lower affinity for both receptors, did not significantly alter proliferation of hemangiosarcoma cells, but it is compelling that there was a trend for greater proliferation by the Golden Retriever tumor lines at higher concentrations (1 to 100 nM). Additionally, VEGFR1 did not appear over-represented in any of the other tumor types we examined from Golden Retrievers suggesting these changes are specific to Golden Retrievers with hemangiosarcoma. Together, the data indicate that gene expression patterns identified by gene set enrichment analysis across distinct subgroups are biologically significant, and in this case, they suggest VEGFR1 is not a decoy receptor, but rather it is an active growth inhibitor in hemangiosarcoma cells derived from Golden Retrievers.

**Figure 4:**
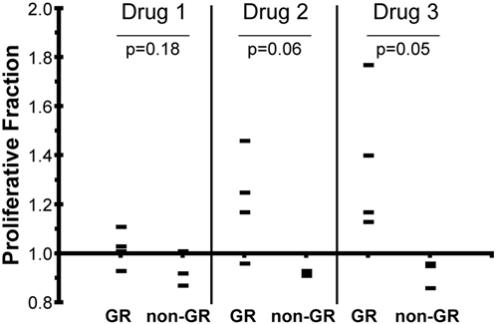
Differential Sensitivity of Canine Hemangiosarcoma Cell Lines to VEGFR Inhibitors. The effect of three VEGFR inhibitors on proliferation and viability of hemangiosarcoma cells was tested in vitro. The selectivity and half maximal inhibitory concentrations for Drugs 1, 2, and 3 are listed in the Materials and Methods. Cells (10,000/well) were plated in duplicate in a 96-well microtiter plates and allowed to attach for 16 hr prior to addition of inhibitors at the indicated concentration. Cells were then cultured for 72 hr, and the number of viable cells was determined using the MTS assay. Absorption at 490 nm for each well was averaged, and data normalized to % viability where the mean of wells that received no treatment (0 nm) was considered = 100%. The mean of two independent experiments is shown at drug concentrations of 100 nM. P-values were calculated using Student's T-test.

## Discussion

The relevance of naturally occurring canine tumors to improve our understanding of cancer biology and genetics has been increasingly recognized in recent years [4], [5], [25]. Canine tumors can be utilized as a system to understand how genetic background can influence the susceptibility of an individual to non-inherited cancers. Due to the homogeneity among dog breeds, we can study frequently occurring cancers within groups in a way that would be difficult within the genetically diverse human population or in laboratory animals, where most tumors are induced chemically or by genetic manipulation.

We studied naturally occurring canine hemangiosarcoma to test the hypothesis that patterns of gene expression could outline biological differences between tumor cells originating from dogs of a distinct breed that have a higher lifetime risk for hemangiosarcoma. Hemangiosarcoma is ontogenetically related to human angiosarcoma and Kaposi sarcoma, as all three are presumed to arise from hemangioblastic or endothelial progenitors and they share signaling abnormalities [19], [23], [26]. The highly metastatic behavior and modest response to chemotherapy distinguish canine hemangiosarcoma and human angiosarcoma from other common soft tissue sarcomas that are locally invasive and generally unresponsive to chemotherapy. We uncovered a set of hemangiosarcoma-associated genes peculiar to a single dog breed suggesting these are modulated by (or with) heritable traits that may influence risk for this cancer.

We considered carefully the choice of low passage cell lines vs. intact tumors for these experiments. Tumors are in essence tissues [27]. Tumor cells modify the microenvironment and are themselves responsive to environmental cues. Nevertheless, to understand the contribution of the tumor cells to biological and pathological processes, it is important to be able to examine the response on isolated cells. One approach to do this is microdissection, but in a vascular tumor, it is difficult to microdissect malignant tissue without retaining normal angiogenic components, which are morphologically indistinguishable in many cases, and blood elements. On the other hand, cell lines provide a homogeneous, unlimited resource that can be extensively characterized with regard to ontogeny. The potential limitations of cell lines such as their restricted origin, possible *in vitro* evolution or drift, and adaptation for growth in culture, can be mitigated by use of controls that replicate culture conditions so that adaptation to *ex vivo* growth is filtered from responsive transcript lists, and by use of more than one sample. Our results show that despite the different origin, isolation, and establishment of the cell lines we used for these experiments, hemangiosarcomas retained unique characteristics that distinguished them from other cultured (or primary) cells, and that the recurrent finding of genes that are over- or under-expressed in the samples is significant and represents differences that can be traced to the developmental process of the sample (ontogeny or pathological progression), rather than to selection in culture. Ongoing experiments are designed to define the correlation of these findings in intact tumor samples where extracellular matrix associations are maintained.

Among genes whose expression differed between Golden Retrievers and non-Golden Retrievers, a disproportionately high number of genes encode transcription factors. This suggests that transcriptional regulation might play a key role in disease susceptibility and progression. Upregulation of SMARCA1 in Golden Retrievers with hemangiosarcoma was intriguing since changes in expression of a single transcriptional regulator can create genome-wide disruption of a variety of genes, possibly resulting in faster progression of the disease. It is thus feasible that deregulation of SMARCA1 potentiates susceptibility and/or heritability of hemangiosarcoma in Golden Retrievers. The downregulation of MHC class I genes in hemangiosarcoma from Golden Retrievers added a level of confidence, as these genes represent the likely targets to define individual or breed-specific differences. Preliminary assessment of MHC class I expression by flow cytometry generally support the gene expression data, with Frog (Golden Retriever) cells having no detectable MHC class I, and Dal-4 (non-Golden Retriever) cells expressing MHC class I molecules. This pattern is rather unique to hemangiosarcoma, as normal blood leukocytes and other tumors from Golden Retrievers (for example, leukemias) show robust expression of MHC class I. The organization and control of genes in the canine MHC class I locus remains poorly understood, and our data will undoubtedly spur further study of how genetic variants within breed and transforming factors might influence MHC class I expression. In fact, breed-related polymorphisms or changes in expression level have not been identified in normal canine somatic cells; thus, downregulation of MHC class I genes (at least MHC DLA-88 and DLA-64) in hemangiosarcoma cells from Golden Retrievers might reflect selective pressure to evade immune responses, or perhaps a response to autocrine or paracrine factors such as interferons or other inflammatory mediators. This illustrates the potential benefit of studies in dogs where a suitable experimental design could help distinguish whether T-cell-mediated therapies that elicit productive responses in non-Golden Retrievers might be less successful in Golden Retrievers [28], and similarly whether tumors of Golden Retrievers provide suitable targets for natural killer cell-mediated immunotherapy.

The specificity of these findings to one breed and one disease were further illustrated when we compared Golden Retrievers with hemangiosarcoma to Golden Retrievers with osteosarcoma and non-Hodgkin lymphoma. In this case, we found acid ceramidase was overexpressed in hemangiosarcomas, but not osteosarcoma or non-Hodgkin lymphoma. Acid ceramidase belongs to a family of anti-apoptotic genes that promote ceramide production. At least one inhibitor of acid ceramidases, B13, increased ceramide content selectively in tumor cells, inducing apoptosis [29], suggesting acid ceramidase inhibitors may hold therapeutic potential. It is thus possible that overexpression of this gene is a consequence of interaction among factors that underlie the observed predisposition of Golden Retrievers to hemangiosarcoma.

Another gene that was underexpressed in Golden Retrievers with hemangiosarcoma compared to non-Golden Retrievers is TSP-3, a member of the Thrombospondin family. A different member of this family, TSP-1, has potent anti-angiogenic activity [21] and has been a template for mimetics designed to treat cancer [21], [30]. Two of these mimetics, ABT-510 and ABT-526, have yielded promising results in pet dogs with a variety of tumors, albeit they were ineffective in dogs with hemangiosarcoma [31]. TSP-3 and TSP-1 are both calcium-binding proteins, but the physiological role of TSP-3 is unknown [32], [33]. The downregulation of TSP-3 should be explored further in light of these clinical results.

Despite these differences, the precise cause for increased risk to develop hemangiosarcoma in Golden Retrievers remains unclear. At least part of this perceived “risk” may be due to more rapid disease progression. In other words, it is possible that transformation of hemangiosarcoma-initiating cells does not occur with significantly greater frequency in Golden Retriever, but once it occurs, progression to clinical disease is faster, thus leading to a higher frequency of hemangiosarcoma diagnoses in Golden Retriever. An interesting correlation along these lines was the enrichment of VEGFR1 in tumors from Golden Retrievers, which generally seemed to occur at the expense of VEGFR2. It is important to note that the enrichment of VEGFR1 in tumors from Golden Retrievers was not absolute, but rather occurred in concert with various other genes that were preferentially expressed in a coordinated fashion in these cells. We tested the possibility that the “Golden Retriever background” might create a phenotype that was responsive to VEGFR1. It seemed reasonable to assume that growth of hemangiosarcoma cells, which are presumed to be of endothelial origin, was driven by VEGF. In fact, hemangiosarcoma cells make their own VEGF [23], resulting in systemic elevation of this cytokine in affected dogs [34]. The prevailing dogma states that VEGFR2 activates biochemical cascades that result in proliferation and prevent programmed cell death [35], whereas the action of VEGFR1 is less clear. VEGFR1 may transmit *bona fide* growth signals [36], [37], or it may oppose VEGFR2 signals directly or act as a decoy receptor [37], [38]. In some cases, VEGFR1 may even promote tumor growth and metastasis [36]. Our data reveal two important points. The first is that inhibition of VEGFR2 has little if any effect on proliferation of canine hemangiosarcoma cells in culture. While this may seem surprising, it is consistent with previous results in other hemangiosarcoma cell lines [39] and suggests the VEGFR2 pathway may be an ontogenic relic in these cells. That is, VEGF production and VEGFR2 expression may remain as part of the differentiation program, but the cells are not “addicted” to, or rely on, growth and survival signals transmitted through this prototypical VEGF receptor. Instead, hemangiosarcoma cells rely on other pathways for growth and survival. The second is that, at least in hemangiosarcoma cells from Golden Retrievers that express VEGFR1, this receptor may be more than simply a “decoy”, and instead, signals transmitted by VEGFR1 may dampen proliferation and/or differentiation.

These observations also are consistent with our findings that, unlike what is seen in some sporadic vascular tumors in humans, mutations of VHL are absent or infrequent in hemangiosarcoma, suggesting this disease entity may represent a distinct or specialized subset of blood vessel forming cells. Yoder et al [40] recently described a myeloid cell that is a major participant in blood vessel formation. This cell is a “vascular mimic” that can express a variety of cell surface proteins associated with endothelial precursor cells (CD133, CD34, VEGFR2), but it also has proteins that belie hematopoietic origin (CD45, CD14, CD115), has phagocytic activity, and does not contribute to the capillary endothelial layer in transplanted matrix. These findings suggest that plasticity of adult hematopoietic and mesenchymal stem cells is limited, and differentiation of myeloid progenitors into endothelial cells reflects functional rather than ontogenetic plasticity, raising the possibility that canine hemangiosarcoma is in fact a myeloid sarcoma. In this context, the inhibitory effects of VEGFR1 would be predictable, as they mirror functions of this receptor as an inhibitor of differentiation in human and murine dendritic cells. It is worth noting that enrichment for VEGFR1 and other genes may be causally related to the incidence and biological behavior of hemangiosarcoma in Golden Retrievers, but it just as likely could be an effect of other risk factors in the breed that are upstream regulators of these pathways, as our data do not distinguish between these possibilities. Nevertheless, we interpret the reproducibility of the results as an indicator that these are not simply epiphenomena.

In conclusion, our data show that gene expression profiles are informative to identify differences in tumor progression that may be influenced by heritable factors. As important, our results indicate these differences must be interpreted carefully and in the context of biological pathways. Specifically, gene expression profiling suggests that inflammation and angiogenesis are two general processes that may be sensitive to modulation by a dog's genetic background in hemangiosarcoma. 

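Genes for inflammatory mediators were mostly higher in the cells of Golden Retrievers, with wide spread between dogs. CXCL8, the gene of interleukin 8, which attracts neutrophils and endothelial cells, had 6.48 ± 1.90 (SD, n = 6) and 5.06 ± 0.643 (SD, n = 3), a log2 difference of 1.41 (SE 1.01, adjusted p = 0.821). With 1 dog left out CXCL8 ran from 0.92, without Journey, to 1.82. IL5, an eosinophil factor, had 0.15 (SE 0.470, adjusted p = 0.974), a sign that turned with array weights, with the F1 dog among the Golden Retrievers, and without CHAD-G4 or CHAD-P9. IL18, IL1A and IL1B passed the signal filter on fewer than 3 arrays and were not tested. TNFAIP6, a hyaluronan-binding protein that interleukin 1 induces, had the largest difference among the inflammatory genes, 2.91 (SE 0.960, adjusted p = 0.772). CXCL12, the chemokine that recruits marrow cells, had 1.65 (SE 0.887, adjusted p = 0.784), and PTGS2, the inducible cyclooxygenase, had 1.94 (SE 1.34, adjusted p = 0.815). Both rested largely on Dal-4, and without this dog they were 0.31 and 0.42. CCL5, a T cell chemokine, had 0.65 (SE 0.514) and 0.30 without Dal-4. Of 22 inflammatory cytokines and chemokines, 18 were higher (adjusted p = 0.0170 by camera, but adjusted p = 0.549 with an estimated correlation). For adhesion and cell contact, the matrix protein tenascin C (TNC) had 1.83 (SE 0.653, adjusted p = 0.772) and osteopontin (SPP1) had 1.92 (SE 0.956, adjusted p = 0.776), whereas ALCAM, a leukocyte adhesion molecule, had -0.89 (SE 0.333, adjusted p = 0.772). Without Dal-4, TNC had 0.90 and SPP1 had 1.21. Cell adhesion molecules were higher for 16 of 28 (adjusted p = 0.200, and 0.651 with an estimated correlation). Myeloid markers were higher for 11 of 11, with a mean of 0.15 (adjusted p = 0.0726, and 0.645 with an estimated correlation). Some of them, such as CSF1R at 5.23 to 5.48, lay near the 40th percentile of the arrays. The interferon response had a mean of -0.04, a median of 0.05 and 11 of 19 genes higher (adjusted p = 0.887). MHC class II antigen presentation had 3 of 6 genes higher, with a mean of -0.17 and a median of -0.01 where camera's direction was up (adjusted p = 0.850). In these 5 lists, 0 genes passed over all genes and 0 adjusted over the list alone by limma.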

Inflammation, defined by enrichment of cytokines such as IL8, IL5, IL18, and several molecules that mediate adhesion and cell-cell interactions, might reflect the action of a single aberrantly regulated molecule (for example, IL1). Angiogenesis, defined by preferential enrichment of VEGFR1 in tumor cells from Golden Retrievers might reflect engagement of unique growth (inhibitory) pathways. However, some of these differences also might reflect the ontogeny of the cells, so we must consider the possibility that the cell of origin in hemangiosarcoma retains moderate or extensive plasticity and the heritable influence is manifested based on the stage of differentiation achieved by the tumor cells. We should bear in mind, then, that part of the “susceptibility” for this disease in Golden Retrievers could be due to different biological behavior in the early stages of the disease, and also to different sensitivity of intrinsic tumor surveillance and/or chemotherapy. That is to say, upregulation of VEGFR1, downregulation of MHC class I, and downregulation of TSP-3 may underscore important differences that explain susceptibility, pathogenesis, and response to therapy. An alternative interpretation is that, regardless of the ontogeny of the tumor-initiating cell, the transformation events responsible for hemangiosarcoma involve pathways that render VEGF signals mostly inconsequential and other pathways controlled at the level of transcriptional regulation (*e.g.*, by SMARCA1) and/or survival (*e.g.*, acid ceramidase) are important determinants of the breed-dependent phenotype. Overall, this study emphasizes potential benefits of gene expression analysis and bioinformatics to study sporadic disease, and highlights the unique contribution that studies of naturally occurring cancer in man's best friend can make into disease susceptibility, heritability and progression.

## Materials and Methods

### Samples

Samples used to derive canine hemangiosarcoma cell lines from 10 pet dogs [19], [23], [24] are listed in Table 1. Only two of the dogs whose samples were used for the microarray experiments (Frog and Journey) were related within 5 generations, and they were separated by 3 generations (Frog was Journey's “great aunt”), reducing the likelihood of lineage bias. Cryopreserved cultured cells from the earliest available passages were used for these experiments. Peripheral blood samples collected from healthy dogs or from dogs with cancer prior to the initiation of any therapy (at the time of tumor biopsy) were used as controls. Non-hemangiosarcoma diagnoses included non-Hodgkin lymphoma, melanoma, and osteosarcoma. Blood samples were age and sex-matched to reduce variation. Every sample used for this study was obtained with owner consent through protocols reviewed by appropriate Institutional Animal Care and Use Committees. Samples from healthy pet dogs were obtained as part of routine diagnostic or well-health procedures. Samples from pet dogs with cancer were obtained by the attending veterinarian as part of medically necessary (biopsy) procedures or at the time of necropsy.

### RNA Isolation

RNA was isolated from tumor cells preserved in liquid nitrogen or from blood stored at −80°C using the RNAeasy Mini Kit and QIAshredder (QIAGEN, Valencia, CA), or the Ribopure Blood Kit (Ambion, Austin, TX), respectively. RNA concentration was determined using NanoDrop ND-1000 UV-Vis spectrophotometer (NanoDrop Technologies, Wilmington, DE) and quality measured using a 2100 bioanalyzer (Agilent, Santa Clara, CA).

### qPCR

Purified RNA was made into cDNA using the 1^st^ Strand cDNA Synthesis Kit for RT-PCR (Roche Applied Science, Indianapolis, IN). Real-time PCR was used to quantify cDNA using an ABI7500 sequence detector and Taqman PCR Master Mix Protocol (ABI, Foster City, CA). Each PCR was performed at 50°C for 2 min, 95°C for 10 min, and then 40 cycles of 95°C for 15 s and 60°C for 1 min per cycle. Primers and Taqman probes were designed using ABI Primer Express software (ABI). Forward primers, reverse primers, and Taqman probes (5′ to 3′ orientation) were: for DLA-88 CACCATTGTCATCGTCAGCAT, AGCTCCAATCACCCCAGAGA, and CTGCTCTGGTTCTCCT, for SMARCA-1 ATTTTGTGCATTTCATGTCTTCATC, CCTCAGCACAAGCTTCAAAGG, and AATCCTCTCAGTCCTTG, and for TSP3 TGCGAGGAGGGCGTCTT, GAGATTGGACCAAATGATGTTTTCT, and TGTATTCTGCTTCTCCC. Each PCR was done in triplicate and normalized to endogenous 18s gene using Taqman Fast Reagent Starter Kit (ABI). The samples used for real time PCR analysis (in the order presented) include CHAD-P9, Dal-4, Joey, DD1, CHAD-G6, CHAD-G4, and Frog.

### Sample Size Determination and Microarrays

Approximately 2.5 µg of RNA were labeled using the Affymetrix labeling protocol (Affymetrix, Santa Clara, CA). The cRNA samples were then hybridized to Canine_2 gene expression chips as described [41]. There are no precise tests to develop sample size estimates for gene expression profiling, so we started with theoretical principles and then applied empirical observations to support the sample size for these experiments a priori. The Canine_2.0 gene expression chip contains ∼43,000 annotated sequences derived from the 7.5× canine genome [42]. These represent virtually every known gene and a complement of expressed sequence tags that provide strong redundancy for expression profiling. We next considered that False Discovery Rate statistical analysis provided the best method to set thresholds for significance of elevated or reduced gene expression [43], but additional multivariate analyses and gene set enrichment would add further value to the analysis. We anticipated the data might not be normally distributed; so, non-parametric tests might be needed. As there is no analytical estimate of the power of the Kruskal-Wallis test after false discovery rate corrections, an approximation is useful in the case of small sample sizes. We can estimate the proportion of times when perfect rank separation between conditions might occur by chance as **2N!N!/(2N)!**., where N is the number of samples in each group [44]. Empirical tools are also available to calculate sample sizes, such as the Power Atlas (http://www.poweratlas.org, ref. [45]). Analysis of similar types of datasets in PowerAtlas suggests the sample size used for these experiments (N = 6 and 3) should provide >80% power (α = 0.05) to identify true positives, although the power to identify true negatives would be lower.

### Analysis of Gene Expression Data

Affymetrix Canine_2 microarray chip data were normalized and filtered; we used robust multiarray average (RMA) to obtain mean values for the intensity of the probe pairs and define the expression levels of the mRNA based on modeling perfect match signal intensities and ignoring mismatch signal [46]. The Canine_2 chip contains 42,900 genes; prior to statistical analysis, data were preprocessed to filter control probe sets, genes with “absent” calls in all samples, and transcripts that did not vary significantly from the median variance for the whole array. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [47] and are accessible through GEO Series accession number GSE15086 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE15086). After normalization and filtering, 13,758 genes remained for a comparison of Golden Retriever to non-Golden Retriever samples. There were 16 genes that differed with a *p*-value<0.001 (not corrected for multiple testing), and this list was reduced to five when corrected for multiple testing. The variation in expression for three of these was verified by qPCR. Partek software (Partek Incorporated, St. Louis, MO) was used to run analysis of variance (ANOVA) from the filtered gene lists to corroborate the gene list. These genes were ordered into hierarchical clusters using the Euclidean algorithm as the distance measure, and the Average Linkage Clustering algorithm as the linkage method, and into virtual karyotypes based on their chromosomal assignment. ONTO/express (http://vortex.cs.wayne.edu/ontoexpress/) was used to define biological function of genes from each comparison, and Gene Set Enrichment Analysis (GSEA, http://www.broad.mit.edu/gsea/) [48] to examine how expression profiles from the filtered lists fit into known and archived biological pathways.

### Immunocytochemistry and Immunoblotting

Expression of the vascular endothelial growth factor (VEGF) receptors Flk-1/VEGFR2 and Flt-1/VEGFR1 was examined by immunocytochemistry and by immunoblotting [19], [49], [50]. These experiments included an additional cell line from a Golden Retriever hemangiosarcoma (Emma) that was recently developed and therefore not used for the array experiments, but allowed us to validate gene set enrichment in an independent sample. Briefly, for immunocytochemistry cells were grown in dual chamber slides, fixed in acetone, air-dried, and stained with antibodies against VEGFR1 (Santa Cruz Biotechnology, Santa Cruz, CA) or VEGFR2 (Cell Signaling, Danvers, MA) using a modified streptavidin-biotin complex method (IHC Services, Smithville, TX). Control lysates from human umbilical vein endothelial cells (HUVEC) were purchased from Santa Cruz Biotechnology. Microscopic images were obtained using the fluorescent properties of the Fast Red dye under ultraviolet light as described [51]. Fluorescent images were acquired using an Olympus IX71 inverted microscope with an Olympus DP70 cooled digital camera (Leeds Precision Instruments, Golden Valley, MN). Transmitted light images under phase contrast were captured in automatic white balance mode. Fluorescent images were captured in automatic black balance mode (exposure times of 1/1.5 sec). Brightness for the composite image only was optimized using Adobe Photoshop CS3 (Adobe, San Jose, CA). For immunoblotting, cells were cultured to log-growth phase, dettached from plates using Accutase and extracted using RIPA buffer as described [23], [50]. Experiments to assess phosphorylation of VEGFR1 and VEGFR2 were done in cells cultured in complete media supplemented with serum and VEGF, media depleted of serum and VEGF (0.5% serum with no exogenous VEGF), or complete, supplemented media with VEGFR inhibitors “Drug 1” and “Drug 3” (see below). Inhibitors were used in experiments at a concentration range of 100 nM to 1 µM, for 30 minutes to 18 hr. Cells were harvested as described above in the presence of phosphatase inhibitors (sodium fluoride, sodium orthovanadate) and excess phosphatase substrates (sodium pyrophosphate and ß-glecrophosphate) as described [52], [53]. Modification state antibodies directed against pVEGFR1-Tyr1213 and pVEGFR2-Tyr951 were obtained from Calbiochem and Cell Signaling, and diluted for use to 1∶200 and 1∶125, respectively. Brightness and contrast for the immunoblot images were optimized using Adobe Photoshop CS3. Non-adjoining lanes (HUVEC) are demarcated by a black line.

### Cell Culture and Proliferation

The hemangiosarcoma cell lines Frog, Tucker, Dal-4, Joey, and DD-1 (Table 1) were cultured as described previously [23]. Veronica and Emma cell lines were developed as described [23] from splenic and a metastatic brain hemangiosarcomas, respectively, both from Golden Retrievers. For VEGFR inhibition, cells were cultured in the presence of small molecules that selectively inhibit VEGFR kinase (VEGF Receptor Tyrosine Kinase Inhibitor II, N-(4-Chlorophenyl)-2-[(pyridin-4-ylmethyl)amino]benzamid, hereafter called “Drug 1”; VEGFR Tyrosine Kinase Inhibitor III, KRN633, N-(2-Chloro-4-((6,7-dimethoxy-4-quinazolinyl)oxy)phenyl)-N′-propylurea, hereafter called “Drug 2”; or VEGF Receptor Kinase Inhibitor IV, 3-(3-Thienyl)-6-(4-methoxyphenyl)pyrazolo[1,5-a]pyrimidine, hereafter called “Drug 3”). The half maximal inhibitory concentrations for VEGFR1 and VEGFR2 for Drugs 1, 2, and 3, respectively are 180 and 20, 170 and 160, and 1.9 and 19. Cells (10,000/well) were plated in duplicate in 96-well microtiter plates and allowed to attach for 16 hr prior to addition of inhibitors over a concentration range from 1 pM to 1 µM. Cells were then cultured for 72 hr, and the number of viable cells was determined using the MTS assay (Promega, Madison, WI). Absorption at 490 nm for each well was averaged, and data normalized to % viability where the mean of wells that received no treatment (0 nm) was considered = 1. The results show the means of two independent experiments for each cell line.

## Supporting Information

Table S1 Complete List of 77 Gene Sets Influenced by Heritable Traits Identified Using GSEA with FDR≤0.05
(0.10 MB DOC) Click here for additional data file.

# Supplementary material for: Gene Expression Profiles of Sporadic Canine Hemangiosarcoma Are Uniquely Associated with Breed
**Source:** PLoS One. 2009 May 20;4(5):e5549. doi: 10.1371/journal.pone.0005549
**Supplement:** Table S1 — Complete List of 77 Gene Sets Influenced by Heritable Traits Identified Using GSEA with FDR≤0.05 (0.10 MB DOC)

**Table S1**. Complete List of 77 Gene Sets Influenced by Heritable Traits Identified Using GSEA with FDR ≤0.05

How the deposited data were processed for this re-analysis (not part of the article)

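RNA of cultured hemangiosarcoma cells from 10 dogs was measured on Canine_2 arrays, 1 array per dog: 6 Golden Retrievers, 3 non-Golden Retrievers and 1 F1 dog. The deposited values are log2 signals per probe set, which the authors made with robust multiarray average (RMA): background correction, quantile normalization over the arrays and a summary of the perfect-match probes. The submitters name RMA and the affy package without a version. All probe sets are in the deposited values, controls included, so the filters that the methods describe were not applied to them. The detection calls behind the filter on absent genes were not used here, and that filter could not be repeated from the signals. No paired analysis was possible, because each dog was arrayed once and belongs to 1 group.

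Analyses were run in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and vegan 2.7.1. The 111 probe sets that the array marks as Affymetrix controls were left out, and 42924 remained. A probe set was tested if it lay above the 40th percentile of the array on at least 3 of the 9 arrays of purebred dogs, which kept 26787. Of these, 19861 carry 1 gene name, for 11131 distinct genes, and 18789 could be placed on a chromosome of UU_Cfam_GSD_1.0. A further 64 probe sets are reporter sequences by their identifiers, of which 7 were tested. Breed groups were compared with limma (linear model and empirical Bayes, two-sided), as Golden Retriever minus non-Golden Retriever without the F1 dog. P-values were adjusted by the Benjamini-Hochberg method over all tested probe sets. Counts are given at an unadjusted p under 0.001, as in the paper's methods, and at an adjusted p under 0.05. In simulated data with the spread of these arrays and 200 changed probe sets, limma recovered 78% of changes of 2 log2 units at an adjusted p under 0.05 and the methods' t-test 64%, with 9 and 6 false calls. Single values were compared by exact permutation of the dogs, where 0.0119 is the smallest p.

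For sex, 3 females were compared with 7 males, and for age, the 1 dog under 7 years with the other 9, whose spread stood for that of the lone dog. Clustering used Euclidean distances and average linkage, as in the methods. It ran over all tested probe sets and not over the differing genes alone. The separation of the breed groups was measured by the mean silhouette width against all 84 splits of the dogs into 6 and 3. The position of the F1 dog was measured on the probe sets at an unadjusted p under 0.001 between the purebred dogs.

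Before the data were examined, 28 lists of genes were written from general knowledge: MHC class I antigen presentation, MHC class II antigen presentation, interferon response, hypoxia-induced genes, glycolysis, VEGF ligands and receptors, angiogenesis, inflammatory cytokines and chemokines, cell adhesion molecules, thrombospondins, sphingolipid metabolism, SWI/SNF and ISWI chromatin remodelers, structural maintenance of chromosomes and cohesin, proliferation and mitosis, p53 targets and apoptosis, plasma cell and unfolded protein response, immediate early and stress genes, senescence and secretory genes, adipocyte differentiation and Y-linked genes, and markers of endothelial, hematopoietic stem and progenitor, myeloid, T and B, erythroid and megakaryocyte, fibroblast, smooth muscle and epithelial cells. Some of the lists match themes that the paper names and drew from these same arrays, so a pass of such a list is not independent evidence. The list of Y-linked genes had 0 genes that the array names and was not tested. The other 27 were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the lists. Each gene was represented by its tested probe set with the highest mean. The members of the gene sets that the paper used are not given in its text. Chromosomes were tested in the same way. Transcription factor families were marked by gene symbol and counted with Fisher's exact test.

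Alternatives chosen before the data were examined were all non-control probe sets, the 13758 most variable probe sets, a variance filter, the methods' t-test, another variance model, quantile normalization again, median centring, array weights, other places for the F1 dog, sex as a covariate, males only, other distances and scalings, means over the probe sets of a gene, and leaving out each dog in turn. Alternatives chosen after seeing the data were CHAD-G4 and Dal-4 left out together, the reporter probe sets left out, and Dal-4 counted as female. The genes named are those that the paper names, the probe sets of Table 2, the 10 largest differences in each direction among named probe sets at an unadjusted p under 0.001 whose groups do not overlap, up to 4 genes of each list with the smallest p, and the 5 named probe sets with the smallest p for sex and age. Values in the paper's tables had been seen when this rule was written. LAMA4, COL1A2, ACTA2, RELN, TMEM43, EIF2S3, B2M, TAP1, TAP2, ZNF148, ZNF518B, ZNF169, EPB41L3, ITGA7 and the genes that single dogs lacked or expressed alone were chosen after their values were seen, where the rule does not name them.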

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

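The tests in this part were chosen after the results they examine were seen, apart from leaving out single dogs, which was planned. Among the Golden Retrievers, 1 dog lay far from the other 5 for 5 of 71 named probe sets, where chance gives about 1 in 20, or 3.55. The share of the range that lay between this dog and the nearest other, with a limit of 0.625 for 6 dogs, was 0.7512 for LDHA in Tucker, 0.7418 for a probe set of ZNF518B in Tucker, 0.8203 for LUM in Tucker, 0.7424 for ARID1A in Journey and 0.9433 for THBS2 in CHAD-G4. The same share was 0.8211 for the mean of the X chromosome genes in CHAD-G4. No cause was tested for these.

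Levels outside the genes that the paper discusses stood out in 2 non-Golden Retrievers. In Joey, the probe sets of DLA-DRA and of an HLA-DRB1-named transcript, both of MHC class II, had signals of 7.7248 and 8.4228, and the latter was 4.60 to 5.37 in the other dogs. In Dal-4, the EIF2S3-named and TMEM43-named probe sets had signals of 2.953 and 7.0587, which are the levels of the females.

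The first pattern weighed is the background signal of 1 DLA88 probe set in all Golden Retrievers and the F1 dog. The 593 other probe sets within 0.5 log2 units of its signal in the non-Golden Retrievers had a median log2 difference of -0.01327 (SD 0.271, lowest -1.425), which argues against the normalization of the arrays, since that would move probe sets of like signal together. The other probe set that the array annotates to DLA88 alone had a log2 difference of -0.2923, which turned to 0.149 without Joey and was -0.762 without Dal-4. Its probes can also be shared with other class I genes. A sequence variant under the probes of the first set and a loss of the whole transcript therefore cannot be told apart from this value. The paper's quantitative PCR, with its own primers, also found less DLA88 in Golden Retriever tumors, by a smaller factor than at this first probe set (Table 3). Its flow cytometry, which the paper calls preliminary, detected no class I in Frog. The PCR, though, put the F1 dog near the non-Golden Retrievers. In blood of dogs without hemangiosarcoma the paper found no significant difference in DLA88 between the breeds. It reports none either, from unpublished arrays, in lymphoma, leukemia or osteosarcoma. The probe sets of those arrays are not named, so a variant under the probes of the first set is not decided by them. A difference between the breeds in this gene stays open and was not tested further.

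The second pattern is Dal-4, recorded as male, at the level of females. Dal-4 lay nearer the females at 2 of the 2 probe sets that differed between the sexes at an adjusted p under 0.05 without this dog, but the pattern was seen at these same probe sets, so this count cannot speak for RNA of a female dog. That and loss of the Y chromosome in a male's cells cannot be told apart here. ZRSR2, higher in females at 8.24 to 8.48 and at 7.13 to 7.68 in the other males, was at 6.839 in Dal-4, outside both ranges and nearer the males. ADCY7, at 5.64, and TAGLN3, at 5.15, also lay with or below the other males (4.43 to 6.15 and 5.17 to 5.88) and away from the females. None of these 3 passed the adjusted test, so their levels cannot decide. XIST is not named on the array, and no Y-linked gene is.

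The third pattern is the count of 25 probe sets at an unadjusted p under 0.001 between the breeds. Chance cannot be excluded, since 26 of 84 splits of the dogs gave as many, and the highest other split gave 260. That split sets CHAD-G4, Frog and Dal-4 against the rest, and such high counts point to a structure of the samples. Without CHAD-G4 and Dal-4 the count was 17, but only 7 of these were among the 25, and without Dal-4 alone it was 10, with 6 among the 25, so how far these dogs shape the result cannot be told. Other splits also gave as large a result for probe sets at an adjusted p under 0.05 (1 in the real split, 11 of 84 splits, highest other 8), lists past the test (6, 21 of 84, highest other 12), chromosomes (13, 40 of 84, highest other 19) and probe sets between females and males at an unadjusted p under 0.001 (5, 80 of 100 splits drawn, highest other 309), so chance cannot be excluded for these either.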

How the results depend on the processing

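The alternatives were set before the data were examined, except for CHAD-G4 and Dal-4 left out together, the reporter probe sets left out and Dal-4 counted as female, which were chosen after seeing the data. The cause was not tested for any of the changes below. Alternatives were run for 71 probe sets of genes whose breed differences are named. Only the first of DLA88 passed the adjusted threshold in the analysis used, and of the others only ZNF169 passed it under an alternative, the methods' t-test (-0.448), so for the rest only direction and size are compared. Among 1745 values under the alternatives, 37 in 11 probe sets reversed, and others moved in size. Without Dal-4, CCL5 fell from 0.65 to 0.304, CXCL12 fell from 1.65 to 0.311, PTGS2 from 1.94 to 0.422, TNC from 1.83 to 0.902, SPP1 from 1.92 to 1.21 and CA9 from 1.68 to 1.10. Without Joey, THBS1 fell from 0.73 to 0.188 and LDHA from 0.41 to 0.198, without CHAD-P9 DCN fell from 0.74 to 0.427, and without Journey CXCL8 fell from 1.41 to 0.920.

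DLA88 passed the adjusted test in every setting except with the F1 dog counted as non-Golden Retriever, where its log2 difference was -6.81. The count at an unadjusted p under 0.001, 25, was 15 with the 13758 most variable probe sets, 15 with the variance filter and 15 with the methods' t-test on the 13758, of which 9, 8 and 15 are among the 25. The count was 32 with sex as a covariate and 26 among males only, but only 8 and 6 of these are among the 25. It was 47 with the F1 dog as Golden Retriever and 7 with it as non-Golden Retriever. Leaving out 1 dog gave 10 (without Dal-4) to 94 (without CHAD-P9), with 39 without CHAD-G4, 16 without CHAD-G6, 43 without Frog and 38 without Joey. It was 17 with CHAD-G4 and Dal-4 both left out and 25 without the reporter probe sets. The count at an adjusted p under 0.05, 1, was 2 with the methods' t-test, 0 with the F1 dog as non-Golden Retriever, 2 with CHAD-G4 and Dal-4 both left out (adding ITGA7, 3.06) and 1 to 2 with 1 dog left out (2 without Joey, adding EPB41L3, 5.17).

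The silhouette width of the breed groups, 0.0343, reversed to -0.0133 among males only and to -0.00867 without Dal-4, and was -0.00867 to 0.0894 with 1 dog left out.

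The number of lists past the test, 6, was 0 with an estimated correlation, 0 with fry and 4 to 10 with 1 dog left out (10 without CHAD-P9, 4 the lowest). With an estimated correlation the adjusted p was 0.581 for hypoxia, 0.581 for glycolysis, 0.549 for inflammation, 0.645 for endothelial markers, 0.549 for fibroblast markers and 0.549 for p53 targets, and with fry it was 0.604 for each of these except p53 targets, at 0.297. With 1 dog left out it ran from 7.7e-10 to 0.0490 for hypoxia, from 5.2e-11 to 0.0596 for glycolysis (the highest without Joey), from 0.0129 to 0.180 for inflammation (0.0651 without CHAD-G8, 0.180 without Dal-4), from 0.000641 to 0.289 for endothelial markers (0.0651 without CHAD-G8, 0.180 without Dal-4, 0.289 without Joey), from 0.000369 to 0.0822 for fibroblast markers (without Dal-4) and from 0.000833 to 0.158 for p53 targets (without Dal-4). With both dogs left out it was 0.0567 for hypoxia, 0.177 for inflammation and 0.153 for endothelial markers. It was 0.191 for endothelial markers over all non-control probe sets and 0.0919 for p53 targets with the F1 dog as non-Golden Retriever.

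The number of chromosomes past the test, 13, was 0 with an estimated correlation, 1 with both dogs left out and 3 (without Dal-4) to 17 with 1 dog left out (8 without CHAD-G4). The X chromosome, at 0.150, no longer passed with an estimated correlation (mean 0.150) or with both dogs left out (0.0291), and was 0.0623 (without CHAD-G4, no longer past the test) to 0.180 with 1 dog left out. Chromosome 12, at 0.0721, reversed to -0.0291 among males only, to -0.104 without Dal-4 and to -0.0164 with both left out. It was -0.104 to 0.189 with 1 dog left out (no longer past the test without Frog or Tucker). Over all non-control probe sets it was 0.0604 and no longer passed either. Chromosome 13, at -0.182, reversed to 0.00518 without Dal-4 (from -0.294 with 1 dog left out) and to 0.0104 with both left out. Chromosome 22, at 0.219, reversed to -0.0102 without Dal-4 (to 0.355) and to -0.0422 with both left out. Chromosome 28, at -0.206, reversed to 0.00306 without Dal-4 (from -0.330), and was -0.0104 with both left out, no longer past the test. Chromosome 16, at 0.185, fell to 0.0126 without Dal-4 and 0.00746 with both left out. Chromosome 25, at -0.129, fell to -0.0843 without CHAD-G4, -0.0763 over all non-control probe sets and -0.0595 with both left out. Chromosome 29, at -0.181, fell to -0.0810 without Dal-4, -0.123 without CHAD-G4 and -0.0224 with both left out. In these settings these chromosomes no longer passed. With an estimated correlation none of the named chromosomes passed.

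Between the sexes, the count at an unadjusted p under 0.001, 5, was 8 over all non-control probe sets, 3 with the methods' t-test, 9 within the Golden Retrievers and 4 to 11 with 1 dog left out (11 without CHAD-G6, 8 without CHAD-G8, 8 without Tucker, 8 without Joey). The count at an adjusted p under 0.05 was 1 within the Golden Retrievers, 2 with Dal-4 counted as female and 0 to 2 with 1 dog left out (2 without Dal-4). For age, 91 became 196 over all non-control probe sets and 47 with the breed group as a covariate, and 1 at an adjusted p under 0.05 became 14 and 0. With 1 dog under 7 years, no dog on that side could be left out.

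With the F1 dog, 6 signals of Table 2 were in the top 35 among the 13758 most variable probe sets, against 10. The odds ratio of transcription factor families, 5.22, was 4.48 over all non-control probe sets, where the exact test passed. Reversals among these probe sets were DLA88 at its second probe set, 0.149 without Joey (from -0.762 with 1 dog left out); LUM, -0.0747 without Dal-4 and -0.141 with both left out (to 4.64 with 1 dog left out); VEGFC, -0.0617 without Dal-4 (to 1.57); IL5, -0.183 with array weights, -0.00553 with the F1 dog as Golden Retriever, -0.108 without CHAD-G4, -0.189 without CHAD-P9 and -0.0169 with both left out (to 0.393 with 1 dog left out); KDR, 0.0199 with array weights and 0.290 without CHAD-P9 (from -0.581 with 1 dog left out); VEGFA, 0.304 without Joey, 0.0597 without CHAD-G4 and 0.00423 without CHAD-P9 (from -0.628); B2M, -0.0895 without Dal-4 (to 0.540) and -0.0478 with both left out; TAP2, -0.244 without Dal-4 (to 0.440) and -0.266 with both left out; TAP1, -0.191 with array weights, -0.00216 with the F1 dog as Golden Retriever, -0.298 without CHAD-P9, -0.0941 without Tucker, -0.0616 without Dal-4 (to 0.427) and -0.0812 with both left out; the second probe set shared by DLA88 and DLA-64, 0.269 with the F1 dog as non-Golden Retriever, 0.657 without CHAD-P9, 0.225 without CHAD-G4 and 0.0547 without Joey (from -1.15); and THBS2, -0.513 with the F1 dog as non-Golden Retriever, -1.33 with sex as a covariate, -1.33 among males only and -1.23 without Dal-4 (to 1.37), with smaller reversals without each of CHAD-G6, CHAD-G8, Frog, Journey and Tucker. Signal over background limits the arrays: genes near background, such as IL18, could not be tested.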

Differences from the paper's values

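Counts were taken to differ when one was more than 1.5 times the other. At an unadjusted p under 0.001 the paper states 16 genes in 17 signals, and 23 named genes and unnamed transcripts in 25 probe sets were found here, which do not differ by this measure. The paper's list has 5 genes after correction for multiple testing, at a threshold its text does not state, and 1 probe set was found at an adjusted p under 0.05. Under every alternative set before the data were examined the count stayed between 0 and 2. The paper's filter left 13,758 of what it calls genes, and 26787 probe sets were tested here; the variance filter, with 12465, does not differ, all non-control probe sets, with 42924, do, and the 13758 most variable probe sets took their number from the paper.

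For DLA-64 the paper's p is 6.9e-04 in Table 2, and the methods' t-test gave 0.00027493 here on the 9 purebred dogs; no alternative was run for this p. With the F1 dog, the paper's largest p among the top 35 is 0.0123, against 0.00082861 here, and its largest p among the top 200 is 0.04, against 0.0038977 here. These differed under all alternatives run: 0.0041168 and 0.014405 with the F1 dog as non-Golden Retriever, 0.002161 and 0.012661 among the 13758 most variable probe sets, 0.00079819 and 0.0047764 with the methods' t-test, and 0.0017698 and 0.0086507 with that test on the 13758. The fold changes of 15 signals of Table 2 had the paper's direction, with 0 differing beyond the spread between dogs.

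The paper names FOXF1, THBS3, ZNF322 and a steroid dehydrogenase beside DLA88 after correction; here their adjusted p was 0.696, 0.506 and 0.747 for the first 3, the dehydrogenase could not be matched, and no setting called any of them. The paper finds no difference in expression profile by age, and here ITGBL1 differed between Tucker and the other dogs at an adjusted p of 0.0112 by limma and of 0.00802 by the methods' t-test, a comparison with 1 dog on 1 side, and 0 probe sets passed with the breed group as a covariate (smallest adjusted p 0.223 by limma), against 1 within the 6 Golden Retrievers. The paper's net increase on chromosomes 3, 25 and 30 goes with mean log2 differences of -0.02, -0.13 and -0.04 here, and its net reduction on chromosomes 12 and 34 with 0.07 and 0.03. Among males only, chromosomes 12 and 34 had -0.03 and -0.02, the paper's direction, while chromosomes 3, 25 and 30 stayed negative. For the X chromosome and for chromosomes 14, 29, 32 and 33 the direction here is the paper's. Summed over probe sets at an unadjusted p under 0.05, chromosomes 3, 25 and 30 gave -9.92, -28.13 and -10.92, chromosome 12 gave 8.31 and chromosome 34 gave -1.25, which has the paper's direction. By quantitative PCR the paper places the F1 dog near the Golden Retrievers for THBS3 and near the other dogs for DLA88. On the arrays this dog had 10.17 for THBS3, against group means of 9.30 in Golden Retrievers and 10.37 in the others. It had 2.57 at the DLA88 probe set of Table 2, against 2.98 and 12.20. At the second DLA88 probe set this dog had 11.73, where the group means of 11.14 and 11.43 lay close together. The paper finds FLT1 enriched in Golden Retrievers in its gene set analysis, and here FLT1 was higher by 2.19 log2 units in this group without passing the test (adjusted p = 0.775). The paper's unsupervised clustering parted the breeds. Here the tree over all tested probe sets set Dal-4 and CHAD-G4 apart first, and so did the tree over the 13758 most variable. The paper's methods describe clusters of its listed genes. No tree was made on such a list here, so that clustering was not repeated.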

Other observations

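Genes in this part were chosen after their values were seen unless a list or the paper names them. Of the markers chosen before the values were seen and measured on the array, fibroblast and matrix markers were above the 40th percentile on all 10 arrays for 19 of 24, endothelial markers for 10 of 26, myeloid markers for 7 of 23, hematopoietic stem and progenitor markers for 7 of 13, T and B cell markers for 6 of 18, erythroid and megakaryocyte markers for 6 of 10, smooth muscle and pericyte markers for 11 of 18, and epithelial and mesothelial markers for 3 of 13. The 40th percentile lay between 5.02 and 5.16 on the arrays. Some markers counted as above it lay close to it, such as CSF1R at 5.23 to 5.48 and SLC4A1 at 5.19 to 5.58. These counts therefore do not show that the cells express a lineage. For a set of surface markers, the paper cites earlier work by flow cytometry and immunocytochemistry with equal levels in Golden Retrievers and the other dogs, and their genes were also on the arrays. CD34 had a log2 difference of 0.11 (SE 0.135), MCAM (CD146) had 0.19 (SE 0.156), ITGAV had -0.27 (SE 0.261) and ITGB3 had -0.39 (SE 0.378). With 1 dog left out they ran from 0.07 to 0.18, 0.10 to 0.29, -0.38 to -0.11 and -0.64 to -0.19. CD34 lay near the 40th percentile in every dog, at 5.53 to 5.95, so its small difference says little about equal expression. PROM1 (CD133) had 2.13 (SE 1.11, adjusted p = 0.778), with signals of 4.73 to 9.83 in Golden Retrievers and 3.34 to 5.83 in the others. PROM1 lay under the 40th percentile of the array in CHAD-P9, Dal-4, CHAD-G8 and Tucker, so its difference is taken partly against background. KIT and PTPRC (CD45) lay too low to be tested.

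CHAD-P9 had 15 probe sets at least 3 log2 units below all other dogs, among them PDPN, KRT8, FZD6 and ANXA8L1, and 3 above, those of IL1R2, C3AR1 and GDF15. CHAD-G8 had 6 above, among them FBP1, IDO1 and IGFBP2. Joey had 4 below, among them ANKRD1, CCN2 and TMEM117. UGCG, which makes glucosylceramide, had a log2 difference of 1.13 (SE 0.351, adjusted p = 0.772) between the breed groups.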
